# Many *Saccharomyces cerevisiae* Cell Wall Protein Encoding Genes Are Coregulated by Mss11, but Cellular Adhesion Phenotypes Appear Only Flo Protein Dependent

**DOI:** 10.1534/g3.111.001644

**Published:** 2012-01-01

**Authors:** Michael C. Bester, Dan Jacobson, Florian F. Bauer

**Keywords:** Mss11, *FLO*, cellular adhesion, cell wall

## Abstract

The outer cell wall of the yeast *Saccharomyces cerevisiae* serves as the interface with the surrounding environment and directly affects cell−cell and cell−surface interactions. Many of these interactions are facilitated by specific adhesins that belong to the Flo protein family. Flo mannoproteins have been implicated in phenotypes such as flocculation, substrate adhesion, biofilm formation, and pseudohyphal growth. Genetic data strongly suggest that individual Flo proteins are responsible for many specific cellular adhesion phenotypes. However, it remains unclear whether such phenotypes are determined solely by the nature of the expressed *FLO* genes or rather as the result of a combination of *FLO* gene expression and other cell wall properties and cell wall proteins. Mss11 has been shown to be a central element of *FLO1* and *FLO11* gene regulation and acts together with the cAMP-PKA-dependent transcription factor Flo8. Here we use genome-wide transcription analysis to identify genes that are directly or indirectly regulated by Mss11. Interestingly, many of these genes encode cell wall mannoproteins, in particular, members of the *TIR* and *DAN* families. To examine whether these genes play a role in the adhesion properties associated with Mss11 expression, we assessed deletion mutants of these genes in wild-type and *flo11*Δ genetic backgrounds. This analysis shows that only *FLO* genes, in particular *FLO1*/*10*/*11*, appear to significantly impact on such phenotypes. Thus adhesion-related phenotypes are primarily dependent on the balance of *FLO* gene expression.

Yeast cells are enclosed by a rigid but dynamic cell wall structure that forms a physical barrier to the extracellular environment. The cell wall is composed of interlinked β-glucan polysaccharides and, to a lesser extent, chitin, and acts as the supporting scaffold for highly glycosylated mannoproteins. Mannoproteins are polypeptides that are extensively modified by covalently bound branched polymers of mannose residues (Lesage and Bussey 2006), and define the characteristics of the outer physical profile of yeast cells. One family of cell wall proteins, referred to as Flo proteins or yeast adhesins, has been shown to function in cell−cell as well as cell−substrate recognition and adhesion (Dranginis *et al.* 2007). Adhesin-mediated phenotypes include flocculation (Guo *et al.* 2000; Verstrepen and Klis 2006), agar adhesion and/or invasion (Guo *et al.* 2000; Verstrepen and Klis 2006), the formation of pseudohyphae (Lambrechts *et al.* 1996; Lo and Dranginis 1996; Lo and Dranginis 1998) or biofilms (Purevdorj-Gage *et al.* 2007; Reynolds and Fink 2001), the adherence to plastic surfaces (Mortensen *et al.* 2007), colony morphology (Kuthan *et al.* 2003), as well as “flor”/“velum” formation that occurs during the ageing of sherry (Fidalgo *et al.* 2006; Ishigami *et al.* 2006). Adhesin-encoding genes typically contain internal tandem repeats that may expand or contract by means of recombination (Verstrepen *et al.* 2005). Verstrepen *et al.* (2005) showed that an increase in repeat length can be directly correlated with the increase in Flo1-dependent phenotypes such as flocculation and plastic adherence. *FLO* gene expression has also been correlated with changes in the general physical-chemical properties of the cell wall. For instance, the overexpression of individual *FLO* gene family members strongly and differentially impacts on cell wall hydrophobicity (Govender *et al.* 2008, 2010).

However, information regarding the regulation of genes responsible for cell-wall dependent phenotypes remains limited, with the exception of *FLO11* and to a lesser degree *FLO1* (Chen and Thorner 2007). *FLO11* is the only nonsubtelomeric *FLO* family member and thus is not subjected to telomere silencing. However, the gene has been shown to be under epigenetic control (Halme *et al.* 2004; Octavio *et al.* 2009). Flo11 is required for and/or contributes to the formation of pseudohyphae (Lambrechts *et al.* 1996; Lo and Dranginis 1996, 1998), “flor” formation (Ishigami *et al.* 2006), “mat” formation (also referred to as “biofilm formation” or “yeast sliding motility”) (Reynolds and Fink 2001), as well as flocculation in *S. cerevisiae* var. *diastaticus* (Bayly *et al.* 2005). Although increased expression of other adhesin encoding genes can compensate for the absence of Flo11, as has been shown for Figure 2 and *FLO10*, whose overexpression can support pseudohyphal development in yeast carrying a *FLO11* deletion (Guo *et al.* 2000), the biological relevance of such artificially generated phenotypes remains uncertain. *FLO1* encodes a dominant flocculation factor and appears to be exclusively required for cell-cell adhesion (Goossens and Willaert 2010; Goossens *et al.* 2011). Overexpression of the *FLO1* homologs *FLO5* and *FLO9* induces flocculation of a broadly similar nature to that of *FLO1* but at different levels of intensity that appears largely strain-dependent (Govender *et al.* 2008). Although the expression of specific adhesins, or alleles thereof, leads to different phenotypic outcomes, it remains unclear how adhesion-encoding genes are differentially regulated to facilitate specific phenotypic outcomes that would be appropriate in specific environmental conditions. Importantly, it also remains to be clarified whether the expression of other proteins that may be coregulated with the adhesins is contributing to specific cell wall−related phenotypes.

Mss11 performs a central role in the regulatory mechanisms by controlling *FLO11* and *FLO1* expression (Bester *et al.* 2006; Van Dyk *et al.* 2005), and Flo11-dependent phenotypes are all Mss11-dependent (Barrales *et al.* 2008; Gagiano *et al.* 1999b). Here, we identify other genes whose transcription is significantly altered in strains overexpressing or carrying deletions of *MSS11*. For this purpose, two commonly used and phenotypically diverging laboratory strains, S288c and Σ1278b, were investigated by means of whole transcriptome analysis. Σ1278b is generally used to study the formation of pseudohyphae and the ability of yeast to grow invasively into agar containing media. S288c, on the other hand, is the most commonly used laboratory yeast but is unable to form pseudohyphae or grow invasively because of a nonsense point mutation (*flo8-1*) in another transcriptional activator of *FLO1* and *FLO11*, Flo8 (Liu *et al.* 1996). Restoration of the genomic copy of *FLO8* leads to the reestablishment of both flocculation and invasive growth in this strain (Bester *et al.* 2006; Liu *et al.* 1996).

Our analysis shows that most of the genes identified as being strongly affected by changed concentrations of Mss11 in both S288c and Σ1278b genetic backgrounds encode cell wall mannoproteins, suggesting that Mss11 is primarily involved in the modulation of cell wall properties. However, a genetic analysis suggests that none of these genes appears to contribute to the phenotypes that depend on *FLO* gene expression. Furthermore, our data show that some of the genes that are up-regulated in response to increased expression of *MSS11* in fact respond to the increased expression of *FLO11* observed in such strains and are probably not direct targets of Mss11.

## Materials and Methods

### Plasmids, strains, media, and culture conditions

Plasmids and *S. cerevisiae* strains used in this study are listed in supporting information, Table S1 and Table S2, respectively. All strains are isogenic to either the S288c or Σ1278b genetic backgrounds. *FLO8* replacement in strains carrying the *flo8-1* allele was performed as described previously (Bester *et al.* 2006). By using genomic DNA isolated from the corresponding European *Saccharomyces cerevisiae* Archive for Functional Analysis (EUROSCARF) gene deletion library strains as a template, we amplified gene deletion cassettes containing the *KanMX4* selection marker via polymerase chain reaction (PCR) with the primers listed in Table S3. These deletion cassettes were subsequently used to generate deletions in the BY4742 *flo8-1*Δ::*FLO8-LEU* and Σ1278b genetic backgrounds. Yeast transformations were performed according to the lithium acetate method (Ausubel 2004). Yeast cultures were grown at 30° except for the assessment of “mat” formation (see *Mat formation*). Yeast peptone dextrose (YPD) was used as rich media. Minimal media contained 0.67% yeast nitrogen base with preadded ammonium sulfate but without amino acids supplemented with 2% glucose (w/v) and the required amino acids (SCD media) according to the auxotrophic growth requirements of the relevant strain. Low nitrogen (SLAD) media was prepared similar to SCD except that 0.17% yeast nitrogen base without amino acids or ammonium sulfate was used with the addition of ammonium sulfate to a final concentration of 50 μM. Selection for the *KanMX4* marker was performed by supplementing media with 200 mg/L Geneticin (G418; Sigma-Aldrich, South Africa).

### Preparation of yeast total RNA

Yeast cultures were grown in 5 ml of SCD media from an optical density of 0.1 to between 1 and 2 as determined by spectrophotometric absorbance at a wavelength of 600 nm. Cells were harvested, washed with H_2_O, and resuspended in an ice-cold buffer containing 50 mM sodium acetate, 10 mM EDTA at a pH of 5.0. Total RNA was extracted as described previously (Schmitt *et al.* 1990). For transcript analysis, total RNA from three independent biological repeats was analyzed.

### Microarray analysis, data normalization, and differential expression

Probe preparation and hybridization to Genechip microarrays (Affymetrix; Santa Clara, CA) were performed according to Affymetrix instructions, starting with 6 μg of total RNA extracts. Results for each strain were derived from three independent culture replicates. Quality of total RNA, cDNA, cRNA, and fragmented cRNA were analyzed by use of the Agilent Bioanalyzer 2100. Probe hybridization to GeneChip Yeast Genome 2.0 Arrays was performed on the integrated Affymetrix GeneChip 3000 platform. Chip scanning and data collection were performed with the Affymetrix GeneChip Operating Software (GCOS) version 1.4. (http://www.affymetrix.com/support/technical/manuels.affx). Data sets are available from the Gene Expression Omnibus web site under the series records GSE17716 and GSE29371. The microarray data were background corrected and normalized with RMA (Irizarry *et al.* 2003) and the resultant log_2_ transformed intensity values compared for each of the overexpression or deletion strains with their respective wild-type strains. Determination of differential gene expression between strains was conducted by the creation of an R script by use of the linear fitting and empirical Bayes methods of limma (Smyth 2004, 2005). Significant differential gene expression was determined by the use of a threshold for a Benjamini and Hochberg corrected *P* value < 0.05. Differential expression is reported as log fold changes.

### Gene ontology enrichment analysis

Differentially expressed probe sets were analyzed for Enrichment of Gene Ontology Terms by GOEast with default settings (Zheng and Wang 2008), including a calculated (Benjamini and Yekutieli 2001) FDR threshold of 0.1.

### Quantitative real-time PCR (qPCR) analysis

DNA contamination in total RNA samples was eliminated by DNase I (Roche Diagnostics, Indianapolis, IN) treatment. One microgram of total RNA was used as template for cDNA synthesis with the ImProm-II reverse transcription system according to the manufacturer instructions (Promega, Madison, WI). cDNA samples were diluted 50 times with H_2_O before qPCR analysis. Primers and hydrolysis probes used for detection and quantification of cDNA were designed with Primer Express ver. 3 (Applied Biosystems, Carlsbad, CA) and are listed in Table S4. Detection reagents were purchased from Applied Biosystems and Kapa Biosystems (Cape Town, South Africa). qPCR runs and collection of spectral data were performed with a 7500 cycler (Applied Biosystems). Except for cDNA corresponding to transcripts of *FLO1*, *FLO5*, and *FLO9*, amplicon formation was monitored with SYBR Green fluorescence with individual primer concentration of 100 nM. Specific labeled hydrolysis probes (Taqman) and primers were designed to differentiate between the cDNA species corresponding to the highly homologous *FLO1*, *FLO5*, and *FLO9* genes. Hydrolysis probes were modified by the addition of a 3′ minor groove binding protein and nonfluorescent quencher, as well as the 5′ attachment of fluorescent dyes as described before for the *FLO1* and *FLO5* specific hydrolysis probes and primer sets (Govender *et al.* 2008).

The hydrolysis probe (Applied Biosystems) and primer set used for *FLO9* cDNA detection are listed in Table S4. Hydrolysis probe and primer concentrations were kept at 250 nM and 900 nM, respectively, for reactions containing probe primer combinations. Cycling conditions during qPCR were as follows: 50° for 2 min, 95° for 10 min, 40 cycles of 95° for 15 sec, followed by 60° for 1 min. When we used SYBR Green for amplicon quantification, a dissociation curve analysis was included after the cycling program to verify amplicon authenticity. Preliminary data analyses were performed with Signal Detection Software, ver 1.3.1. (Applied Biosystems). Individual qPCR reaction runs were performed at least in duplicate. The relative expression value for each sample was defined as 2^-Ct^_(target)_, where Ct_(target)_ represents the cycle number at which a sample reaches a predetermined threshold signal value for the specific target gene. Relative expression data were normalized to the relative expression value of the reference gene *PDA1* (Wenzel *et al.* 1995) in each respective sample, thus giving normalized relative expression for a target gene as 2^-Ct^_(target)_/2^-Ct^_(_*_PDA1_*_)_. Fold change was calculated by log_2_-converting the data followed by subtracting the value for the reference condition/strain.

### Flocculation and hydrophobicity assay

Ca^2+^-dependent flocculation of yeast cultures was determined by a method based on the Helm’s sedimentation test (Bester *et al.* 2006). Yeast hydrophobicity was measured by assaying the partitioning of yeast cells between an aqueous and hydrophobic hydrocarbon phase after vigorous mixing (Rosenberg 2006). Yeast cultures were deflocculated by the addition of ethylene diamine tetra-acetic acid (EDTA), after which the spectrophotometric absorbance was determined at a wavelength of 600 nm (measurement A) as described in the flocculation protocol. A total of 1 ml of yeast culture was transferred to a microcentrifuge tube, washed, and resuspended in phosphate, urea, magnesium buffer consisting of 127.45 mM K_2_HPO_4_, 53.35 mM KH_2_PO_4_, 30 mM urea, and 0.8 mM MgSO_4_ (Hinchcliffe *et al.* 1985). Finally 100 μl of *p*-Xylene (1,4-dimethylbenzene) was added. Samples were vortex-mixed vigorously for 30 s and left to stand for 15 min, whereupon the spectrophotometric absorbance of the aqueous phase was determined at a wavelength of 600 nm (measurement B). The hydrophobicity index (HI) was defined as 1 − (B/A), where greater values reflect a yeast population of an increased hydrophobic nature.

### Invasive growth determination

To investigate the ability of yeast cultures to grow invasively into agar-containing medium, 10 μl of yeast suspensions grown overnight to stationary phase were deposited on 2% agar plates with various media composition as indicated for each specific experiment. Flocs in flocculating cultures were disrupted by repetitive pipetting, and a sample was immediately removed and the OD_600_ determined as described previously. Cultures were adjusted so as to contain the same concentration of cells, washed with water, and spotted on plates. Spotted macrocolonies from flocculating cultures have a granular appearance because of cells that reform flocs on the plate after spotting. After allowing for yeast growth at 30° for times depending on specific experiments as indicated, we washed cells off of the agar surface by vigorous rubbing with a gloved finger under running water, revealing only those cells that have grown into the medium.

### Mat formation

The ability of yeast strains to form spreading growth mats (also referred to as “biofilm” formation or “sliding motility”) on plates was determined as described previously (Reynolds and Fink 2001). In brief, 10 μl of a yeast suspension grown overnight in liquid media as described previously was deposited in the center of an YPD plate containing 0.3% w/v agar and incubated at room temperature (20−25°). “Mat” formation was monitored by measuring the diameter of growth of at least three independent biological repeats. Measurements were always taken by use of the same reference point on the plate.

### Polystyrene adherence assay

To measure the ability of yeast cells to adhere to polystyrene plastic surfaces, liquid cultures (100 μl) were incubated at room temperature in flat bottom polystyrene 96-well plates (Sterilin). After incubation (~2 hr) an equal volume of a solution of 1% (w/v) crystal violet was added to the cells followed by further incubation for 15 min at room temperature. The wells were repeatedly washed with H_2_O, leaving only stained cells remaining attached inside the wells. Sodium dodecyl sulfate was added to the wells to desorb the crystal violet from the cells and increase the visibility of attachment (Reynolds and Fink 2001).

## Results

### Altered *MSS11* expression affects transcription in S288c and Σ1278b

To discover novel targets of Mss11, genome-wide expression levels of strains with modified *MSS11* expression were monitored through DNA microarray analysis. These strains included the Σ1278b and S288C wild-type strains transformed with the multicopy shuttle vector YEpLac195 containing *MSS11* (2μ-*MSS11*) as well as the Σ1278b *MSS11* deletion strain (*mss11*). 

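Gene expression was measured on Affymetrix Yeast Genome 2.0 arrays, which hold one or more probe sets for each gene of *S. cerevisiae*. The data analysed here are 16 arrays from 8 conditions, with 2 arrays per condition that the labels describe as biological replicates, that is, separate cultures. S288c was measured with the empty vector YEpLac195 and with 2μ-*MSS11*, and Σ1278b with the empty vector, with 2μ-*MSS11* and as *mss11*. A further 6 arrays hold Σ1278b with the empty vector (titled wild type b) and Σ1278b titled *FLO8* overexpressed and *flo8* deleted. The paper does not report on the last 4 of these, and their plasmid labels contradict their titles. The paper describes 3 replicates per strain and growth to the mid-exponential phase, at an OD of 1 to 2, whereas the labels describe 2 replicates and the early stationary phase. The authors deposited processed values, each an intensity on a linear scale, one per probe set and array. The methods name RMA on log2 values, and the processing notes deposited with the arrays name GCRMA. The lowest intensities fall into 3 sets, near 3.36 for Σ1278b with *MSS11* modified and its wild type, near 3.55 for S288c, and near 3.11 for the other 6 arrays. Values were put on the log2 scale with a floor of 1, which no value reached. A linear model with one mean per condition was fitted to all arrays with limma, followed by empirical Bayes moderation and Benjamini-Hochberg adjustment over the 5498 probe sets annotated to *S. cerevisiae* genes, of 10928 on the array. A probe set with an adjusted p under 0.05 is called changed, and changes are log2 differences from the wild type of the same strain. The conditions, test, comparisons and gene lists were chosen before the data were examined. The number of arrays, 2 per condition, limits the precision of every value.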

The same strains transformed with the YEpLac195 (2μ) without insert were used as controls. Total RNA for transcriptome analysis was isolated from three biological replications of transformants grown to the mid-exponential growth phase.

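*MSS11* transcript was higher with 2μ-*MSS11* in both strains and lower in *mss11*. In S288c, the mean log2 intensity of *MSS11* was 12.82 ± 0.63 (SD, n = 2) with 2μ-*MSS11* and 8.87 ± 0.00090 (SD, n = 2) in the wild type. This is a log2 change of 3.95 (standard error 0.30, adjusted p = 6.36e-05 from limma). In Σ1278b, it was 13.54 ± 0.053 (SD, n = 2) with 2μ-*MSS11* and 7.92 ± 0.60 (SD, n = 2) in the wild type, a log2 change of 5.62 (standard error 0.30, adjusted p = 2.12e-05 from limma). In *mss11*, *MSS11* stood at 3.02 ± 0.0093 (SD, n = 2), and its log2 intensity fell by 4.90 from the wild type (adjusted p = 0.000152 from limma). The signal of the deleted gene is read as background, a limit set after the data were examined, so this fall is a lower limit, as is any change from or to a level under 3.02.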

As expected no *MSS11* transcript was detected in Σ1278b *mss11*Δ::*LEU2* (data not shown), whereas strains with 2μ-*MSS11* displayed a 3.2- and 4.3-fold up-regulation in S288c and Σ1278b respectively. This finding is in agreement with previous findings showing that this multicopy expression system results in the up-regulation of Mss11-specific targets such as *FLO1* and *FLO11* (Bester *et al.* 2006; Gagiano *et al.* 2003; Van Dyk *et al.* 2005).

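*FLO1*, a flocculin of the cell wall, and *FLO11*, the adhesin needed for invasive growth, were higher with 2μ-*MSS11* in both strains. In S288c, *FLO1* rose from a log2 intensity of 6.08 ± 0.67 (SD, n = 2) to 12.81 ± 0.79 (SD, n = 2), a log2 change of 6.73 (standard error 0.35, adjusted p = 7.65e-06 from limma). *FLO11* rose from 7.62 ± 0.0068 to 13.91 ± 0.86 (SD, n = 2), a log2 change of 6.29 (standard error 0.50, adjusted p = 7.92e-05). In Σ1278b, *FLO1* went from 2.34 ± 0.0076 to 5.01 ± 0.28 (SD, n = 2), a log2 change of 2.67 (standard error 0.35, adjusted p = 0.00621), which is a lower limit because the wild-type level lies under the signal of the deleted *MSS11*. *FLO11* went from 10.47 ± 1.05 to 14.29 ± 0.14 (SD, n = 2), a log2 change of 3.82 (standard error 0.50, adjusted p = 0.00621). A setting chosen after the data were examined gave each condition a variance of its own, scaled by the same factor for all its probe sets. Under it, the adjusted p in S288c was 0.0169 for *FLO1* and 0.218 for *FLO11*. A call lost under it does not measure how far the replicates of that gene lay apart. In Σ1278b, the adjusted p of *FLO1* was 0.0516 without wild type replicate 1 and 0.0609 without 2μ-*MSS11* replicate 2, and that of *FLO11* was 0.0563 without the latter. Against wild type b, the log2 change of *FLO11* in Σ1278b was 0.21 (adjusted p = 0.709), and against all 4 wild-type arrays 2.01 (adjusted p = 0.179). Wild type b lay above the other Σ1278b wild type by a median of 1.21 on the log2 scale over the tested probe sets. *FLO11* itself was higher in wild type b by 3.61 (standard error 0.50, adjusted p = 8.89e-05 from limma). The wild-type sets thus differed in *FLO11* by nearly as much as its change of 3.82 with 2μ-*MSS11*. Every change given against wild type b carries the difference of its own gene between these sets, which can lie far from the median.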

Listed in Table S5 are the genes found to have statistically significant (see *Materials and Methods*) change in their expression profiles for each of the three strains when compared with the corresponding wild type. A total of 77 genes were significantly affected (20 down-, 57 up-regulated) in S288c overexpressing *MSS11* whereas three times less genes were affected in Σ1278b (total: 26; 2 down-, 24 up-regulated). 

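With 2μ-*MSS11* in S288c, 927 probe sets changed, of which 399 were higher and 528 lower, and in Σ1278b 287 changed, of which 58 were higher and 229 lower. Outside the genes named elsewhere, *BSC1*, which encodes a protein resembling Flo11, was among the most strongly induced in S288c, with a log2 change of 5.09 (standard error 0.44, adjusted p = 0.000127 from limma), a lower limit as its wild-type level, 2.05, is at background. *PRM3*, which acts in nuclear fusion during mating, had a log2 change of -4.19 (standard error 0.40, adjusted p = 0.000211), and the nitroreductase gene *FRM2* of -3.65 (standard error 0.36, adjusted p = 0.000215). In Σ1278b, *MLS1*, a malate synthase of the glyoxylate cycle, rose by 2.95 (adjusted p = 0.00735) and *EGO4* by 2.67 (adjusted p = 0.0247). The peptide transporter gene *PTR2* fell by 4.50 (adjusted p = 0.0129), *HEM3* of heme synthesis fell by 3.16 (adjusted p = 0.0165), and the translation factor gene *DED1* fell by 2.75 (adjusted p = 0.00621). Of 7 genes specific to **a** cells, 3 fell with 2μ-*MSS11* in S288c (7 when adjusted over the list alone), with a median log2 change of -4.07 (camera adjusted p = 0.00206; adjusted p = 0.41 with an estimated correlation). Without the genes of the mating-type and pheromone lists, a setting chosen after the data were examined, 898 probe sets changed in S288c. The **a**-specific gene *MFA1*, which encodes **a**-factor, had log2 intensities of 13.20 and 13.31 in the S288c wild type and 11.76 and 6.62 with 2μ-*MSS11*. The paper lists this strain as MATα. In its wild-type replicates the median log2 intensity was 10.94 and 11.11 for the **a**-specific genes and 14.78 and 14.91 for the α-specific genes. A response to *MSS11* cannot be told apart from a difference in the share of MATa cells. The replicates with 2μ-*MSS11* in S288c lay further apart than any other pair, with 29.3% of probe sets differing by more than 1 on the log2 scale and a root mean square SD of 0.857, against 0.0910 to 0.290 elsewhere. In simulated data with the spread of each condition and no change, the same test called a median of 1218 probe sets in S288c and 0 in Σ1278b. With a variance for each condition, chosen after the data were examined, 22 probe sets changed in S288c and 480 in Σ1278b, and the adjusted p was 0.000113 for *BSC1*, 0.0169 for *PRM3* and 0.216 for *FRM2*. The count in S288c was 371 and 298 without wild type replicate 1 and 2, and 3780 and 1777 without 2μ-*MSS11* replicate 1 and 2. In Σ1278b it was 28 and 640 without wild type replicate 1 and 2, and 165 and 23 without 2μ-*MSS11* replicate 1 and 2. *MLS1*, *EGO4* and *HEM3* lost their calls without wild type replicate 1 (adjusted p = 0.0511, 0.141 and 0.121) and without 2μ-*MSS11* replicate 2 (adjusted p = 0.0750, 0.161 and 0.156), *EGO4* also without 2μ-*MSS11* replicate 1 (adjusted p = 0.0980), and *PTR2* and *DED1* without wild type replicate 1 (adjusted p = 0.104 and 0.0516). Against wild type b, the log2 changes of *MLS1*, *PTR2* and *DED1* were 5.15, -7.58 and -4.39. These hold the difference of each gene between the wild-type sets. The median offset of 1.21 would lower a rise, so it does not account for the larger rise of *MLS1*. The falls of *PTR2* and *DED1* grew by more than that offset. The share of changed probe sets in Σ1278b that were higher was 20.2%, 41.7% after quantile normalization or 32.9% after median centring, and 32.1%, 46.6% and 30.4% without wild type replicate 1, wild type replicate 2 and 2μ-*MSS11* replicate 2.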

*MSS11* deletion in Σ1278b resulted in 7 down-regulated genes. 

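In *mss11*, 7 probe sets changed, of which 5 were lower and 2 higher. Besides *MSS11* itself, the lower genes were *FLO11*, with a log2 change of -4.35 (standard error 0.50, adjusted p = 0.00850 from limma), and *HMS1*, a transcription factor of filamentous growth, with -3.59 (standard error 0.48, adjusted p = 0.0212). The transcription factor gene *YAP6* had a log2 change of -1.94 (standard error 0.16, adjusted p = 0.00131) and *CMR3* of -1.60 (standard error 0.20, adjusted p = 0.0153). The higher genes were *IME1*, the inducer of meiosis, with a log2 change of 1.44 (adjusted p = 0.00131), and *LEU2*, the marker that replaces *MSS11* in this strain, with 1.09 (adjusted p = 0.00312). Between the wild types, *LEU2* had a log2 difference of -11.38 for S288c minus Σ1278b. The Σ1278b wild type thus already held much *LEU2*, although the paper lists its parent as deleted for the gene. The rise is therefore not read as the insertion of the marker. Of 25 regulators of filamentous growth, 3 fell and none rose (4 lower when adjusted over the list alone; camera adjusted p = 2.25e-07; adjusted p = 0.0317 with an estimated correlation). One of these is the deleted *MSS11* itself. Without it, a setting chosen after the data were examined, 2 of 24 fell, *HMS1* and *YAP6* (3 when adjusted over the list alone, camera adjusted p = 4.12e-05, adjusted p = 0.0638 with an estimated correlation). The paper also lists *MSS11*, *HMS1* and *YAP6* as lower in *mss11*, so the direction of this list is not independent evidence. The count was 17 and 6 without wild type replicate 1 and 2, and 3 and 4 without *mss11* replicate 1 and 2; *FLO11* lost its call without *mss11* replicate 1 (adjusted p = 0.121) or 2 (adjusted p = 0.133), *LEU2* without *mss11* replicate 1 (adjusted p = 0.0713), and *HMS1* and *CMR3* whichever of the 4 arrays was left out (adjusted p up to 0.353 and 0.246). With condition-specific variances, *IME1* and *LEU2* had adjusted p = 0.0654 and 0.0833. Against wild type b, *FLO11* had a log2 change of -7.96, *YAP6* of -3.77 (adjusted p = 0.0805 against all 4 wild-type arrays), *CMR3* of -2.41, *IME1* of 0.051 (adjusted p = 0.708) and *LEU2* of -0.0060 (adjusted p = 0.960). As wild type b lay above the other wild type by a median of 1.21, an unchanged probe set would tend to have a negative value here. The small values of *IME1* and *LEU2* thus leave their rise open.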

A Gene Ontology (GO) enrichment analysis (Table S6) was performed, and most genes were grouped in cell wall related categories, including “anchored to membrane” (GO:0031225), “cell periphery” (GO:0071944), “cell wall” (GO:0005618), “external encapsulating structure” (GO:0030312), “extra cellular region” (GO:0005576), “filamentous growth” (GO:0030447), “flocculation” (GO:0000128), “fungal-type cell wall” (GO:0009277), “intrinsic to membrane” (GO:0031224), “multi-organism process” (GO:0051704), and “plasma membrane” (GO:0005886). These categories were found to typically contain the same set of genes belonging to two protein families: (1) *DAN1*, *TIR1*, *TIR2*, *TIR3*, and *TIR4* from the Srp1/Tip1 family reported to respond to hypoxia and cold stress (Abramova *et al.* 2001a, 2001b; Sertil *et al.* 1997; Tai *et al.* 2005; Ter Linde *et al.* 1999) and (2) *FLO1*, *FLO5*, *FLO9*, and *FLO11* from the flocculation (*FLO*) family encoding for cell wall adhesins (Soares 2011).

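Members of both protein families rose with 2μ-*MSS11* in both strains. All 4 measured genes of the flocculin family rose in S288c and 3 rose in Σ1278b, the same numbers when adjusted over the list alone. These counts hold the probe set of *FLO9*, which is shared by similar transcripts and whose signal the paper's qPCR does not assign to that gene, and in S288c *FLO10*, whose call was lost without 3 of the 4 arrays. The camera adjusted p was 3.98e-06 in S288c (adjusted p = 0.189 with an estimated correlation) and 7.45e-06 in Σ1278b (adjusted p = 0.135 with an estimated correlation). Of 11 genes of the Srp1/Tip1 family, 5 rose and 1 fell in S288c (6 and 1 when adjusted over the list alone; camera adjusted p = 0.00317; adjusted p = 0.230 with an estimated correlation). In Σ1278b 2 rose and none fell, also when adjusted over the list alone (camera adjusted p = 0.00451; adjusted p = 0.285 with an estimated correlation). With a variance for each condition, chosen after the data were examined, 2 flocculin genes and 2 of the Srp1/Tip1 family rose in S288c, and 3 and 1 in Σ1278b. Both lists were chosen knowing the genes the paper names, so their direction is not independent evidence. *DAN1*, a cell wall mannoprotein of anaerobic cells, had a log2 change of 4.85 (standard error 0.58, adjusted p = 0.000897 from limma) in S288c and of 1.51 (adjusted p = 0.170) in Σ1278b, both lower limits from wild-type levels at background (2.19 and 2.02). *TIR1*, induced by cold and by lack of oxygen, had a log2 change of 4.10 (standard error 0.68, adjusted p = 0.00478) in S288c and of 0.69 (adjusted p = 0.640) in Σ1278b. The differences between the strains had adjusted p = 0.0274 for *DAN1* and 0.0419 for *TIR1*, and 0.420 and 0.0930 with a variance for each condition. As both changes of *DAN1* are lower limits, their difference is not bounded and its p cannot show a difference between the strains. That setting gave *DAN1* and *TIR1* adjusted p = 0.429 and 0.0169 in S288c, where *TIR1* rose by 2.63 without 2μ-*MSS11* replicate 2. From the shared membership of its enriched categories, the paper states that they typically hold the same genes of these families.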

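Transcripts of 22 probe sets were higher with 2μ-*MSS11* in both S288c and Σ1278b, where 4.21 would be shared by chance (one-sided Fisher's exact test, p = 2.42e-11). *TIR2*, a cell wall mannoprotein of the Srp1/Tip1 family, had a log2 change of 4.32 (standard error 0.22, adjusted p = 7.65e-06 from limma) in S288c and of 6.64 (standard error 0.22, adjusted p = 5.75e-07) in Σ1278b. *TIR3* had a log2 change of 4.47 (standard error 0.60, adjusted p = 0.00181) in S288c and of 2.99 (standard error 0.60, adjusted p = 0.0246) in Σ1278b. The others included *TMA10*, *ACH1*, *RMI1*, *GIS1*, *GRX1* and *SDH3*, with log2 changes from 0.41 to 2.66, and *HXT4*, whose call in Σ1278b was lost without wild type replicate 1, 2μ-*MSS11* replicate 1 or replicate 2 (adjusted p = 0.154, 0.0761 and 0.168), against all 4 wild-type arrays (adjusted p = 0.0690) and with a variance for each condition (adjusted p = 0.0828). Another 22 probe sets were lower in both strains, where chance gives 22.0 (one-sided Fisher's exact test, p = 0.534). A larger number, 48, were higher in S288c and lower in Σ1278b, where chance gives 16.6 (one-sided Fisher's exact test, p = 6.41e-12). With a variance for each condition 0 were, where chance gives 1.11, too few to decide for or against the 48. The number also varied widely with 1 array left out. These Fisher's tests take probe sets as independent. They use S288c calls from a test that called a median of 1218 in simulated data with no change. Across the tested probe sets, which are not independent replicates, Pearson's r between the changes in the strains was -0.011. Under a variance for each condition, 7 were higher in both, and *TIR3* lost its call in S288c (adjusted p = 0.880); without Σ1278b wild type replicate 1 the number was 5 and without Σ1278b 2μ-*MSS11* replicate 2 it was 3. In Σ1278b, *TIR3* did not pass whichever of the 4 arrays was left out, with adjusted p from 0.0545 to 0.177; its log2 change was 1.72 against wild type b, and its adjusted p was 0.0977 against all 4 wild-type arrays.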

Twelve genes were up-regulated in both S288c and Σ1278b, including *TIR2*/3/4 and *FLO1*/*11* (Figure 1A). 

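Among genes of unknown function, *YHR213W-A*, *YHR213W* and *YMR317W* were higher with 2μ-*MSS11* in S288c, and *YHR213W* was also higher in Σ1278b. *YHR213W-A* had a log2 change of 6.67 (standard error 0.47, adjusted p = 4.20e-05 from limma) in S288c and of 1.70 (adjusted p = 0.0706) in Σ1278b. *YHR213W*, a pseudogene resembling *FLO1*, had a log2 change of 5.74 (standard error 0.71, adjusted p = 0.00109) in S288c and of 2.88 (adjusted p = 0.0498) in Σ1278b. *YMR317W* had a log2 change of 4.31 (standard error 0.54, adjusted p = 0.00119) in S288c and of 0.84 (adjusted p = 0.425) in Σ1278b. Wild-type levels of *YHR213W* and *YMR317W* in both strains and of *YHR213W-A* in S288c lay at background, at 2.65 or lower, so these changes are lower limits. The probe set annotated to *YAL064W-B* also lay near the low end, at 2.11 ± 0.076 (SD, n = 2) in the S288c wild type, with a log2 change of 0.67 (adjusted p = 0.0498) in S288c and of 0.0042 (adjusted p = 0.997) in Σ1278b. With a variance for each condition, *YHR213W-A* and *YAL064W-B* had adjusted p = 0.0703 and 0.794 in S288c; *YAL064W-B* had 0.186 and 0.155 without wild type replicate 1 and 2, and a log2 change of 1.08 and 0.26 without 2μ-*MSS11* replicate 1 and 2. The call of *YHR213W* in Σ1278b was lost whichever of the 4 arrays was left out, with adjusted p from 0.0819 to 0.247.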

Uncharacterized genes regulated in this manner are *YMR317W*, the pseudogene *YHR213W* (with *FLO1* sequence similarity) (Teunissen and Steensma 1995), *YHR213W-A* (located adjacent to *YHR213W*), and the “fungal-specific” *YAL064W-B* (Nishida 2006). The remaining genes do not have cell wall−related function: *ISF1* is involved in mitochondrial function (Altamura *et al.* 1994), *PRM7* is responsive to pheromones (Heiman and Walter 2000), and *NCA3* encodes a transcriptional regulator of subunits 6 (Atp6) and 8 (Atp8) of the mitochondrial Fo-F1 ATP synthase (Pelissier *et al.* 1995).

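*NCA3*, *PRM7* and *ISF1* were higher with 2μ-*MSS11* in both strains. *NCA3* had the largest log2 change of the genes named here in S288c, 8.64 (standard error 0.39, adjusted p = 6.16e-06 from limma), and 3.12 (standard error 0.39, adjusted p = 0.00577) in Σ1278b. *PRM7* has a pair of probe sets, with log2 changes of 4.52 (adjusted p = 6.36e-05) and 6.09 (adjusted p = 1.09e-05) in S288c and of 2.02 (adjusted p = 0.0128) and 2.85 (adjusted p = 0.00507) in Σ1278b. *ISF1* had a log2 change of 2.78 (standard error 0.27, adjusted p = 0.000215) in S288c and of 1.99 (standard error 0.27, adjusted p = 0.00621) in Σ1278b. With condition-specific variances, the adjusted p in S288c was 0.0403 for *NCA3*, 0.355 for the first probe set of *PRM7* and 0.264 for *ISF1*. In Σ1278b, *NCA3*, *ISF1* and the first probe set of *PRM7* had adjusted p = 0.0516, 0.0511 and 0.0944 without wild type replicate 1, and 0.0514, 0.0646 and 0.129 without 2μ-*MSS11* replicate 2; *ISF1* had a log2 change of 4.01 against wild type b.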

**Figure 1:**
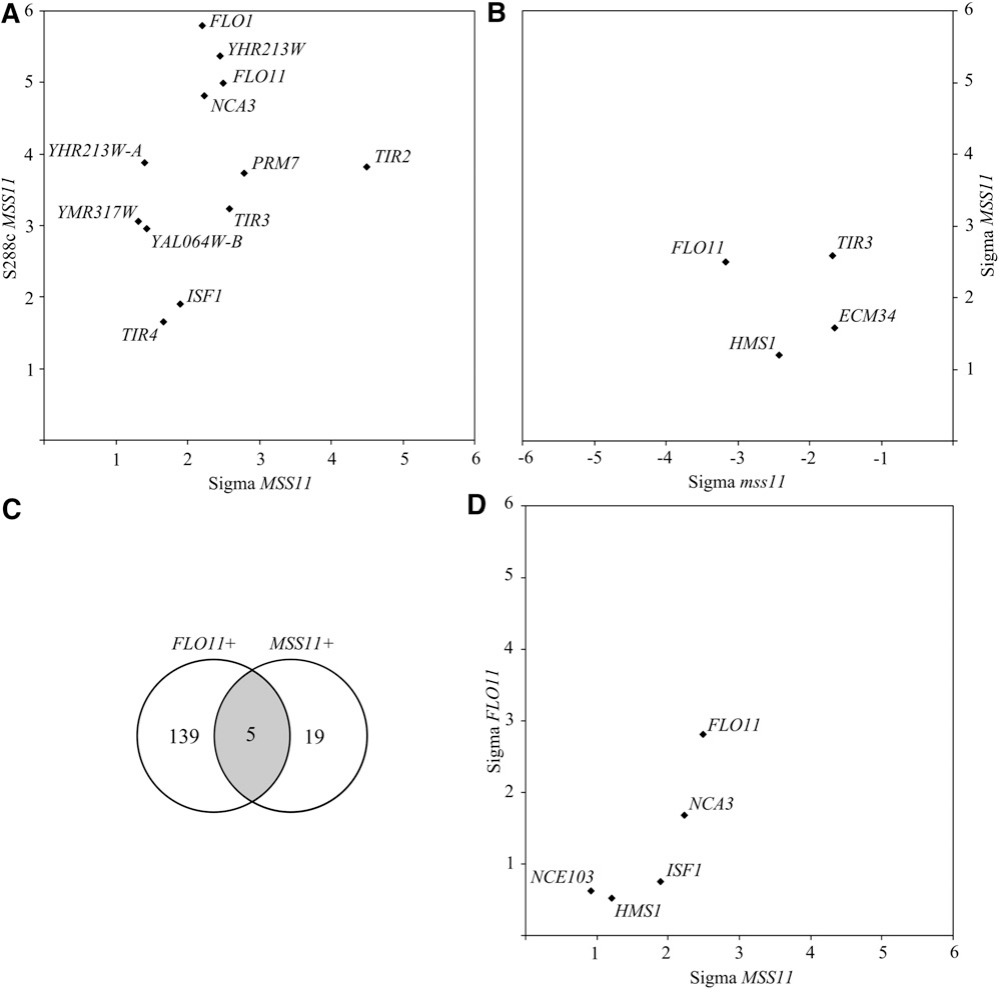
Genes significantly regulated in both of the following strain comparisons. (A) The *MSS11* overexpression strains S288c (S288c *MSS11*; y-axis) and Σ1278b (Sigma *MSS11*; x-axis), (B) *MSS11* overexpression and deletion in Σ1278b (Sigma *MSS11* and Sigma *mss11* on the y- and x-axis respectively), (C) Venn diagram depicting the amount of regulated genes either shared or unique across the overexpression strains, and (D) Σ1278b either overexpressing *FLO11* (Sigma *FLO11*; y-axis) or *MSS11* (Sigma *MSS11*; x-axis).

In Σ1278b *ECM34*, *FLO11*, *HMS1*, and *TIR3* were found to be induced upon *MSS11* overexpression and repressed in an *MSS11* deletion strain (Figure 1B). 

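*FLO11*, *HMS1*, *YAP6* and *MSS11* itself were higher with 2μ-*MSS11* and lower in *mss11* in Σ1278b. By chance 0.0527 such probe sets would be shared, and the change of *MSS11* follows from the plasmid and the deletion. In the reverse direction, 1 probe set, that of *IME1*, was lower with 2μ-*MSS11* and higher in *mss11*. Chance gives 0.0833 there (one-sided Fisher's exact test, p = 0.0816). With 2μ-*MSS11*, *HMS1* had a log2 change of 1.99 (standard error 0.48, adjusted p = 0.0454 from limma) and *YAP6* of 0.87 (standard error 0.16, adjusted p = 0.0192). *ECM34* had a log2 change of 2.92 (standard error 0.56, adjusted p = 0.0217) with 2μ-*MSS11* and of -2.04 (adjusted p = 0.811) in *mss11*. *TIR3* had a log2 change of -3.04 (adjusted p = 0.236) in *mss11*, with log2 intensities of 4.92 ± 0.80 (SD, n = 2) and 7.96 ± 0.34 (SD, n = 2) in the wild type. Across the tested probe sets, Pearson's r between the changes was -0.27, and unchanged strains simulated against shared wild-type arrays gave 0.82. *HMS1* lost its call with 2μ-*MSS11* whichever of the 4 arrays was left out (adjusted p from 0.0638 to 0.288), against wild type b (log2 change 0.55, adjusted p = 0.307) and against all 4 wild-type arrays (adjusted p = 0.153), and *ECM34* without wild type replicate 1 (adjusted p = 0.145) or 2μ-*MSS11* replicate 2 (adjusted p = 0.180). Fewer probe sets were higher with 2μ-*MSS11* and lower in *mss11* whichever array was left out.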

*HMS1* was previously identified as a regulator of pseudohyphae formation (Lorenz and Heitman 1998), and *ECM34* is an uncharacterized gene with suspected cell wall function (Lussier *et al.* 1997).

### Common gene targets of both *FLO11* and *MSS11* overexpression

To determine to what extent high levels of Flo11 may account for the effects observed in the *MSS11* overexpressing strains, we performed a microarray analysis of strain Σ1278b overexpressing *FLO11* by using the constitutive strong promoter from *PGK1* and with wild-type Σ1278b as reference. The experimental conditions were similar as for the *MSS11* overexpression analysis, and in this manner 139 genes were found to be significantly regulated in response to *FLO11* overexpression. GO enrichment analysis (Table S7) indicates that these genes are predominantly involved in metabolic functions. Five of these genes were also and similarly affected by upon *MSS11* overexpression (Figure 1, C and D) and are involved in metabolic or mitochondrial functions. These genes are *NCA3*, *HMS1*, *ISF1*, *NCE103*, and as expected *FLO11. NCE103* encodes the only carbonic anhydrase for yeast (Amoroso *et al.* 2005). The *MSS11* and *FLO11* data sets display unique levels of variation across their respective biological repeats. As a consequence, more genes appear to be affected in a statistically significant way in the *FLO11* overexpressing strain than in the MSS11 overexpressing strain, although *FLO11* levels are similarly up-regulated in both strains.

### qPCR gene expression analysis

To confirm the data, *DAN1*, *FLO1/5/9/11*, *and TIR1/2/3/4* were analyzed by means of quantitative real-time PCR (qPCR). In addition *DAN4*, *FIG1*, *FIG2*, and *FLO10* were also included in this analysis to explore potential functions of other members of these gene families.

qPCR analysis shows that *FLO5* and *FLO9* are not regulated as the microarray analysis suggests (Figure 2). This difference is likely because of the nature of the Affymetrix Genechip probe sets, which cannot efficiently differentiate between *FLO1*, *FLO5*, and *FLO9* signals because of very high sequence homologies. 

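The probe set annotated to *FLO9* carries the suffix (_s_at) that marks a probe set shared by similar transcripts, and no probe set is annotated to *FLO5*. It was higher with 2μ-*MSS11* in both strains, as was the separate probe set of *FLO1*. In S288c its log2 intensity was 13.74 ± 0.39 (SD, n = 2) with 2μ-*MSS11* and 10.54 ± 0.00080 (SD, n = 2) in the wild type, a log2 change of 3.20 (standard error 0.21, adjusted p = 2.73e-05 from limma). In Σ1278b it was 10.51 ± 0.12 (SD, n = 2) against 8.93 ± 0.41 (SD, n = 2), a log2 change of 1.59 (standard error 0.21, adjusted p = 0.00621), and the adjusted p of *FLO9* was 0.0572 without 2μ-*MSS11* replicate 2. In *mss11* the *FLO9* probe set had a log2 change of -0.16 (adjusted p = 1.00).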

*FLO1*, *FLO11*, and *NCA3* up-regulation in the *MSS11* overexpression S288c and Σ1278b strains are confirmed, as well as *FLO11* repression in response to *MSS11* deletion. *FLO10* and all *TIR* members follow the same expression pattern as *FLO11*, albeit with lower magnitude. As for *DAN1*, a signal with substantial variation between biological repeats, was detected in overexpression strains but not in the reference or deletion strain (Figure S1), suggesting that *MSS11* overexpression does impact on this gene. The data furthermore show that *DAN4* is induced in the Σ1278b *MSS11* overexpressing strain.

**Figure 2:**
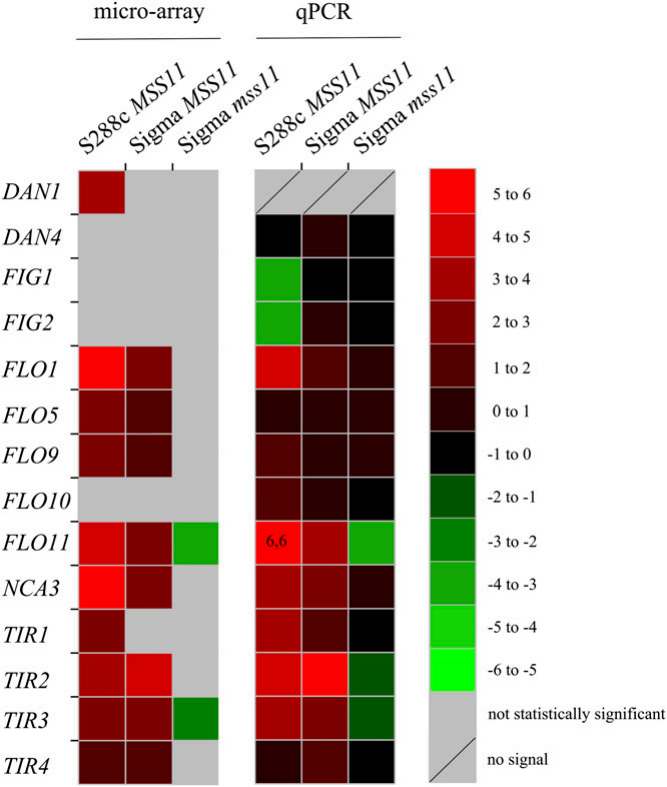
*MSS11* deletion and overexpression regulates a selection of cell wall−associated genes. Expression fold change (log_2_ transformed) is indicated in the scale with red representing up-regulation and green down-regulation, respectively. Fold changes falling outside the range of the indicated scale is represented as a numerical value displayed on a saturated color background. As indicated, the left and right panels represent data from the microarray and qPCR analyses respectively. Only microarray data with significant fold changes are shown (see *Materials and Methods*). No signal was detected for *DAN1* in the reference strain as analyzed with qPCR. Color map generated by JColorGrid ver 1.860 (Joachimiak *et al.* 2006).

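Of the cell wall genes beyond those induced in both strains, *FLO10*, a flocculin, and *TIR4* rose with 2μ-*MSS11* in S288c. *FLO10* had a log2 change of 1.33 (standard error 0.35, adjusted p = 0.0320 from limma) in S288c, 0.47 (adjusted p = 0.508) in Σ1278b and -0.31 (adjusted p = 1.00) in *mss11*. *TIR4* had a log2 change of 1.73 (standard error 0.40, adjusted p = 0.0198) in S288c and 1.19 (adjusted p = 0.119) in Σ1278b. *DAN4*, a cell wall mannoprotein, had log2 changes of -0.18 (adjusted p = 0.722) in S288c and 0.66 (adjusted p = 0.292) in Σ1278b. Under a variance for each condition, the adjusted p in S288c was 0.882 for *FLO10* and 0.869 for *TIR4*. *FLO10* had adjusted p = 0.103 and 0.155 without wild type replicate 1 and 2 and 0.0755 without 2μ-*MSS11* replicate 2, where its log2 change was 0.77, and *TIR4* had 0.0868 and 0.0983 without wild type replicate 1 and 2 and a log2 change of 1.05 without 2μ-*MSS11* replicate 2.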

In the S288c genetic background, *FIG1* and *FIG2* are the only genes down-regulated in response to *MSS11* overexpression. Both of these genes are important for mating (Aguilar *et al.* 2007; Erdman *et al.* 1998; Muller *et al.* 2003; Zhang *et al.* 2002), suggesting a possible function of Mss11 in reducing mating while increasing other adhesion-related phenotypes.

We further extended the qPCR analysis to compare the *MSS11* overexpressing strain with a Σ1278b strain constitutively overexpressing *FLO11* (Figure 3). *FLO11* is induced to a very similar degree (4.7- and 4.1-fold) in the *FLO11* and the *MSS11* overexpressing strains, but none of the cell wall−associated genes included in this analysis was significantly affected in the strain overexpressing *FLO11*.

**Figure 3:**
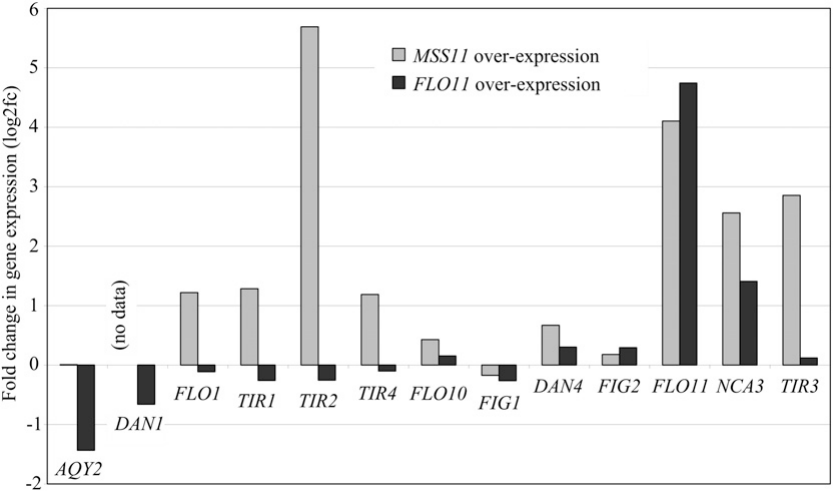
Fold change of expression of selected genes in response to the overexpression of either *MSS11* or *FLO11* in strain Σ1278b.

*NCA3*, the only non-cell wall protein assessed here, is strongly induced in response to high levels of *FLO11* expression, similar to what is observed in the Mss11 overexpressing strain. We also included *AQY2* in the analysis because it has been shown to be regulated in a manner similar to *FLO11* (Furukawa *et al.* 2009), but our data suggest a 1.4-fold reduction in the expression of this gene in response to *FLO11* overexpression.

### Adhesion phenotypes of transformants

Phenotypes dependent on cell wall adhesins were assessed for Σ1278b, S288c, and S288c carrying a reconstituted copy of *FLO8* (see Figure S2), as well as for the transformants used for the transcriptome analysis (Figure 4). Phenotypes monitored included “mat” formation (Reynolds and Fink 2001) (Figure 4, A and B, Figure S2, A and B), adherence to wells of polystyrene plates (Figure S2C), agar invasion (Figure 4C), cell wall hydrophobicity (Figures 4D and Figure S2D), and flocculation (Figures 4E and Figure S2E). Although S288c wild-type is unable to undergo “mat” formation or flocculate, these phenotypes are restored in the strain with a functional copy of *FLO8*. “Mat” formation by S288c (*FLO8*) appears, however, uniquely different from that formed by Σ1278b, and the strain only forms fully developed growth “mats” after an extended incubation of 3 weeks with extensive morphological variation between biological repeats. In addition, *FLO8* replacement increases cell wall hydrophobicity and ability to adhere to polystyrene surfaces. Irrespective of genetic background, an abolishment of all the aforementioned phenotypes is observed upon *MSS11* deletion.

**Figure 4:**
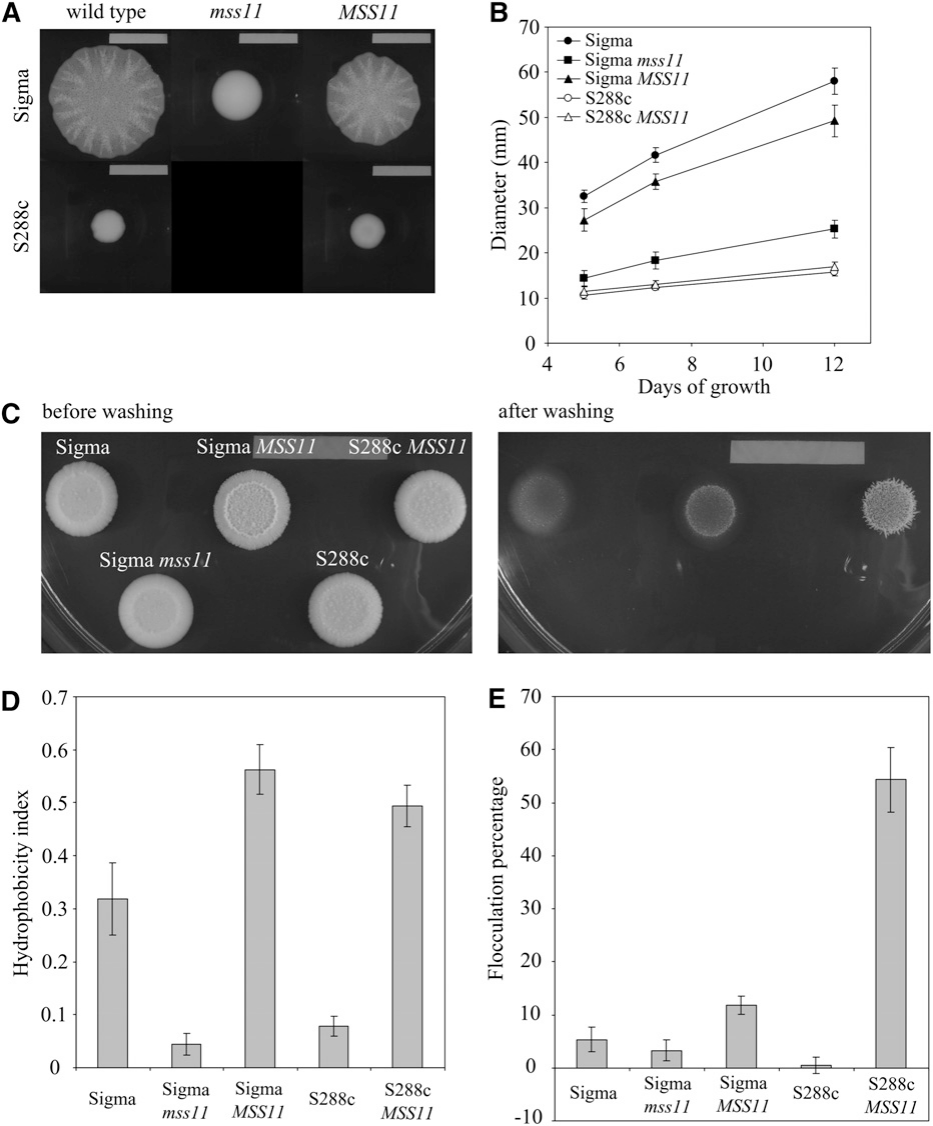
Adhesion phenotype analysis of the Σ1278b (labeled Sigma) and S288c transformants used in the transcriptome analysis. Wild-type, *MSS11* deletion (*mss11*), and overexpression (*MSS11*) strains were analyzed as indicated. (A) “Mat” formation on 0.3% YPD agar after 7 days of growth. (B) Measurement of “Mat” growth at day 5, 7, and 12, respectively. (C) Invasive growth of transformants. Transformants were grown in selective media and spotted on YPD plates: Total growth after 6 days incubation (left) and invaded cells revealed following subsequent plate washing (right). Transformants grown to stationary phase in liquid minimal media (SCD) assayed for (D) the degree of culture hydrophobicity and (E) their ability to flocculate.

In accordance with previous reports (Barrales *et al.* 2008; Bester *et al.* 2006; Gagiano *et al.* 1999b), Mss11 was shown to be absolutely required for flocculation and agar invasion and affects cell wall hydrophobicity. We further show that Mss11 is required for “mat” formation as strain Σ1278b *mss11*Δ is unable to form this specific growth form as displayed by wild type (Figure 4, A and B). The same deletion strain cannot invade agar plates (Figure 4C) and shows a decrease in cell wall hydrophobicity (Figure 4D). Remarkably, Σ1278b displays a low level of flocculation (~5%) under these growth conditions (Figure 4E). *MSS11* overexpression restores invasive capability and flocculation in S288c and leads to increased invasion and floc formation (~12%) in Σ1278b. Both *MSS11* overexpressing strains display increased cell hydrophobicity. Interestingly, *MSS11* overexpression could not suppress *flo8-1* in S288c with regard to the lack of “mat” formation, even after extending the incubation period (data not shown). Furthermore *MSS11* overexpression led to “mats” of a smaller diameter in comparison to wild type Σ1278b. The overexpression of either *FLO11* or *MSS11* in Σ1278b results in an increase of invasion, cell wall hydrophobicity, and low levels of flocculation (Figure S3). Thus both strategies result in similar adhesion phenotypes.

### Adhesion phenotype screen of single- and their corresponding *flo11*Δ double-deletion strains

To assess possible roles of the other cell-wall protein encoding genes that our data show are coregulated with *FLO* genes, double-deletion strains were constructed in which the deletion of *FLO11* was combined with deletions of each of the investigated genes, *DAN1*, *FIG1*, *FIG2*, *FLO1*, *FLO10*, *NCA3*, *TIR1*, *TIR2*, *TIR3*, or *TIR4* in both the Σ1278b and S288c (*FLO8*) genetic backgrounds. These double-deletion strains (and the *FLO11* single-deletion strain as control) were furthermore transformed with either an empty vector or 2μ-*MSS11* and spotted on low nitrogen media (SLAD) to investigate invasion.

We previously reported that overexpression of *MSS11* in a Σ1278b *flo11*Δ strain led to the reestablishment of some invasive growth. This phenotype was not suppressed in any of the double mutants (Figure 5). However in S288C (*FLO8*) *flo11*Δ, the deletion of *FLO10* was found to abolish agar invasion. Invasion of strain *fig1*Δ *flo11*Δ is representative of all the other double-deletion mutants. This identifies Flo10 as the only other adhesin required for invasion in the absence of Flo11 in this analysis. Note that the granular nature of the macrocolonies is caused by flocculation in the cell suspensions after being dropped on the plate as S288C (*FLO8*) cells display strong flocculation.

**Figure 5:**
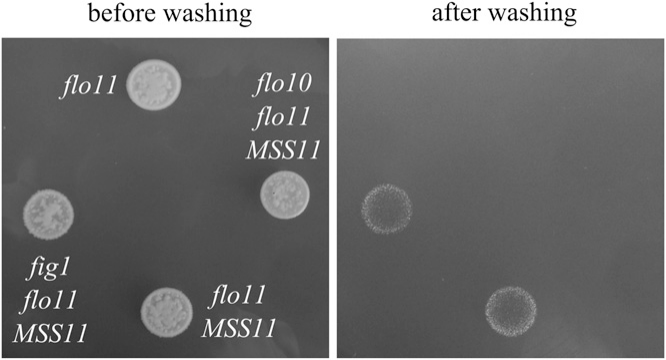
Invasion of *flo11*Δ single and double mutants: Total growth after 6 days on SLAD plates (left) and cells that invaded the agar medium revealed by washing the plate (right). Strain S288c (*FLO8*) *flo11*Δ *fig1*Δ transformed with 2μ-*MSS11* is representative of all of the deletion strains transformed with the same construct with regards to agar invasion with the exception of strain S288c (*FLO8*) *flo11*Δ *flo10*Δ.

We further tested if single deletions of *DAN1*, *FIG1*, *FLO1*, *FLO10*, *FLO11*, *MSS11*, *TIR1*, *TIR2*, *TIR3*, and *TIR4* affect flocculation and cell hydrophobicity in S288c (*FLO8*) (Figure 6, A and B). Flocculation ability of strains grown to stationary phase was tested in YPD. Strains carrying deletions in *FLO1* and *MSS11* show no flocculation, thus confirming previous findings (Bester *et al.* 2006). We further identify the significant requirement of Flo10 as a flocculation factor as *FLO10* deletion leads to near total abolishment of flocculation. This requirement was not observed for *flo10*Δ strains grown in minimal media (data not shown); thus, this effect is very likely dependent on media composition. *FLO11* and *TIR4* deletions lead to a small but significant increase in flocculation. The cell wall hydrophobicity of the same strains is shown in Figure 6B. Deletion of *FLO11* or *MSS11* resulted in more hydrophilic cells supporting previous findings (Barrales *et al.* 2008) with no significant changes observed for the other deletion strains.

**Figure 6:**
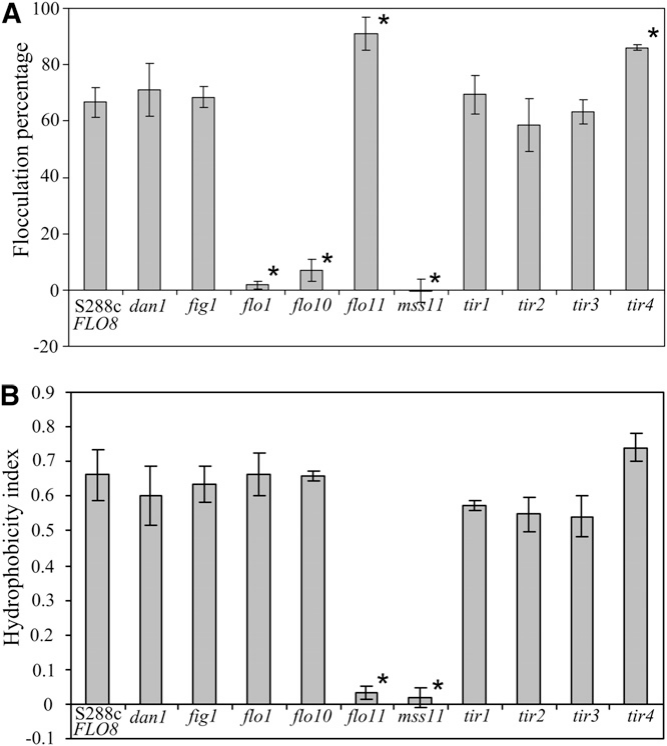
Degree of flocculation (A) and hydrophobicity (B) of S288c (*FLO8*) single-deletion mutants grown to stationary phase in liquid YPD. Mutant strains displaying a significant difference to wild type (*P* < 0.05) are indicated (*).

*FLO* proteins contain internal tandem repeats that display length variation between different strains and directly affect adhesin phenotypes (Verstrepen *et al.* 2005). Furthermore, yeast progeny from a common parental strain show great variation in flocculation (Smukalla *et al.* 2008) likely because of variation in the *FLO1* internal repeat region. To rule out the possibility that *FLO1* repeat variability is responsible for the discrepancies in flocculation observed in Figure 6, we amplified the repeat lengths from genomic DNA as described previously (Verstrepen *et al.* 2005) from the same strains used for the phenotype assay and found that all strains contained the same length repeat regions as compared with wild-type S288c (*FLO8*) (Figure S4).

### Differential regulation of *FLO10* and *FLO11*

We further investigated the possibility of *FLO1* and *FLO10* being regulated similarly. Σ1278b strains carrying single and double deletions in genes encoding for *FLO11* transcriptional control components were analyzed for *FLO* transcripts by means of qPCR analysis (Figure 7). Van Dyk *et al.* (2005) demonstrated that the absence of the Sfl1 repressor leads to the induction of *FLO11* transcription. This is blocked by a deletion of *FLO8*, acting down-stream of the cAMP-PKA pathway but only partially in yeast deleted for *STE12* or *TEC1*, which function downstream of the MAPK pathway. Our analysis confirms these findings for *FLO11* regulation and provides novel data for *FLO10* using cDNA from the same set of yeast strains (Figure 7). No significant levels of transcript of *FLO1* could be detected in wild-type or the deletion strains, supporting previous findings that this gene is silenced in Σ1278b (Guo *et al.* 2000). In the wild-type strain, *FLO10* transcript is lower compared with *FLO11* and the gene appears also repressed by Sfl1. It is partially dependent on the cAMP-PKA pathway, as can be seen from the signal still present in the *sfl1*Δ *flo8*Δ double mutant. No transcription could be detected in the *sfl1*Δ *ste12*Δ double mutant, suggesting that *FLO10* transcription also requires MAPK signaling. The transcript is still detected in the *sfl1*Δ *tec1*Δ strain, suggesting very specific roles of these MAPK pathway components in the regulation of *FLO10*. Transcription levels in *sfl1*Δ *mss11*Δ were the same as for the *sfl1*Δ *flo8*Δ strain.

**Figure 7:**
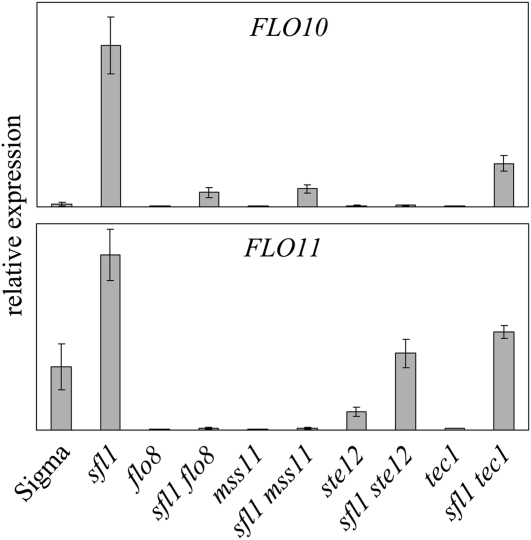
*FLO10* and *FLO11* are differentially regulated by components of the mitogen-activated protein kinase and cAMP-PKA signaling pathways: The relative expression of either *FLO10* or *FLO11* in wild-type strain Σ1278b (labeled Sigma) as well as single and double signaling mutants in the same genetic background.

## Discussion

### Mss11 affects multiple cell wall genes

In this study we show that the manipulation of *MSS11* expression levels has a significant impact on a number of genes encoding for cell wall related proteins. This assessment holds true for two strains that are geno- and phenotypically divergent, suggesting that Mss11 function is indeed more specifically related to cell wall remodeling. The data also clearly indicate that only *FLO1*, *FLO10*, and *FLO11* appear to be directly involved in the Mss11-controlled adhesion phenotypes that were assessed here, and that the other co-regulated genes have no specific role in such processes. This leaves the question of the specific roles of these proteins unanswered.

Interestingly in strain S288c, although significantly up-regulating many cell wall protein encoding genes, *MSS11* overexpression also had a significant repressive impact on the mating-related genes *FIG1* and *FIG2*. It is noteworthy that Fig1may also play a role in mating-unrelated polarized growth because it was shown that a *FIG1* transposon insertion mutant displayed decreased filamentation in response to 1-butanol (Lorenz *et al.* 2000). The data therefore suggest that Mss11 may play a role in directing cellular differentiation toward nonsexual adhesive phenotypes while repressing mating. It is possible that such a function is of some relevance in an evolutionary framework, similar to what has been observed in the case of *RME1* (Magwene *et al.* 2011; Van Dyk *et al.* 2003). In a nutrient-poor environment, mating may be undesirable even in the presence of mating partners because it certainly represents an energetically demanding and potentially risky exercise in such unfavorable conditions. Such an interpretation is reinforced by the fact that *MSS11* overexpression activates the high-affinity hexose transporter genes, *HXT2* (3.3 log_2_fc), *HXT4* (3.0 log_2_fc), and HXT6/7 (2.5 log_2_fc) in S288c (data not shown). Furthermore Mss11 controls starch use by the induction of glucoamylase-encoding *STA* genes that are found in some strains of *S. cerevisiae* (Gagiano *et al.* 1999a; Webber *et al.* 1997). Thus, Mss11 may be part of the switch between the mating and the adhesive, invasive or nutrient scavenging growth forms of *S. cerevisiae*.

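The hexose transporter genes *HXT2*, *HXT4* and *HXT7* rose with 2μ-*MSS11* in S288c. *HXT2*, which encodes a high-affinity transporter, went from a log2 intensity of 6.22 ± 1.14 (SD, n = 2) to 11.61 ± 1.59 (SD, n = 2), a log2 change of 5.39 (standard error 0.67, adjusted p = 0.00115 from limma). *HXT4* had a log2 change of 3.81 (standard error 0.40, adjusted p = 0.000327), and the probe set annotated to *HXT7*, shared by similar transcripts, of 3.37 (standard error 0.52, adjusted p = 0.00366). Of 17 hexose transporter genes measured, 4 rose and none fell, also when adjusted over the list alone (camera adjusted p = 0.0418; adjusted p = 0.287 with an estimated correlation); the list was chosen knowing these genes, so it is not independent evidence. With condition-specific variances, 1 gene of the list rose, and the adjusted p was 0.509 for *HXT2*, 0.779 for *HXT4* and 0.880 for *HXT7*.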

Besides the *FLO* gene family, the *TIR* genes appear to be the second most *MSS11*-affected gene family. Indeed, several members of the group clearly and strongly respond to *MSS11* expression levels. However, our data do not add significantly to a better understanding of these genes. Indeed, none of the phenotypes investigated here were affected by deletions of these genes in both wild-type and *flo11*Δ genetic backgrounds. It is likely that other conditions will need to be investigated to find Mss11-dependent observable phenotypes associated with these genes.

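No gene of the Srp1/Tip1 family passed the test in *mss11* against the wild type of the same set of arrays. Of its 11 measured genes, 0 changed in *mss11* by limma (2 lower when adjusted over the list alone; camera adjusted p = 0.00848; adjusted p = 0.346 with an estimated correlation). In *mss11*, *TIR2* had a log2 change of -0.49 (adjusted p = 1.00), *TIR4* of -0.59 (adjusted p = 1.00) and *TIR1* of 0.049 (adjusted p = 1.00). *TIR3* had a log2 change of -3.04 (adjusted p = 0.236) in that comparison. *TIR3*, *TIR2* and *TIR4* passed against wild type b, with log2 changes of -4.31 (adjusted p = 9.52e-05), -1.88 (adjusted p = 3.04e-05) and -1.82 (adjusted p = 0.00177), and *TIR3* passed against all 4 wild-type arrays (-3.68, adjusted p = 0.0492). Wild type b differs from *mss11* in 4682 probe sets. It lay above the other Σ1278b wild type by a median of 1.21 on the log2 scale. The values against it carry this offset, which is a large part of those of *TIR2* and *TIR4*. The *mss11* comparison as a whole had 152 of 5498 probe sets at an unadjusted p under 0.05 from limma. This is fewer than that threshold gives on average where nothing changed.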

### Adhesion phenotypes are dependent on multiple *FLO* genes

Our results show that the magnitude of specific phenotypes depends on more than one adhesin. In the strain S288c (*FLO8*), Flo1 is the dominant flocculation protein. However, Flo10 clearly plays a role in the process, and the absence of Flo11 leads to enhanced floc formation. Previously, it was reported that a *ssn6* strain with elevated expression levels of both *FLO1* (Fleming and Pennings 2001) and *FLO11* (Conlan and Tzamarias 2001) displays flocculent behavior, suggesting that Flo1 might be dominant over Flo11 (Conlan and Tzamarias 2001). High Mss11 levels similarly result in greater expression of *FLO1* and *FLO11*, but lead to both increased flocculation and invasion (Bester *et al.* 2006). It would be interesting to conduct controlled *FLO1* and *FLO11* co-expression and observe the phenotypic outcome, as that might shed some light on specific adhesin dominance and competitive or cooperative interactions between different adhesins. This study shows that agar invasion is dependent on both *FLO10* and *FLO11* and that Flo11 clearly is the dominant factor required for this behavior. Previous work has highlighted the level of functional overlap between Flo proteins by means of controlled or over-expression studies (Govender *et al.* 2008; Guo *et al.* 2000; Van Mulders *et al.* 2009). Results from this study strongly suggest that only *FLO* family members control cellular adhesion properties.

However, we did not investigate the effect of potential redundancy within gene families. For example, *TIR* gene family members display varying degrees of sequence homology. Different Tir proteins therefore are likely to show some functional overlap and may be able to complement phenotypes of single gene deletions. Thus, future work should focus on whole gene family deletions to rule out gene complementation. However, *FLO11* overexpression did not lead to any changes in *TIR* gene expression (Figure 3), yet resulted in the full range of adhesion-associated phenotypes associated with this protein. A specific role for Tir proteins in adhesion phenotypes therefore appears unlikely.

### Significance of non-*FLO* targets of *MSS11* overexpression

The specific roles of other cell wall encoding genes that are regulated by Mss11 remain unknown. Our data show that none of the tested genes directly interferes or impacts on *FLO11*-dependent phenotypes. Flo protein expression, on the other hand, does not appear to directly impact on the regulation of these genes, further suggesting that these genes have other, as yet-unknown roles that are unrelated to adhesion. Further phenotypic screening of mutant strains as well as strains carrying deletions of whole gene families may lead to some indication of such function.

Our data clearly show that overexpression of *FLO11* has little direct impact on other cell wall protein encoding genes. *FLO1*, *TIR1*, *TIR2*, *TIR3*, and *TIR4* are induced specifically in response to high Mss11 levels. In contrast to this *NCA3*, involved with cellular energy metabolism, is induced in response to both high Flo11 and Mss11 levels. This result suggests that high Flo11 levels may have metabolic impacts, either through sensing pathways responding to cell wall status or by indirectly changing the environment of individual cells from free-floating to being attached to substrates or other cells. However, considering that Σ1278b displays low levels of flocculation it is less likely that indirect gene activation in response to *MSS11* overexpression is the result of floc formation as reported by Smukalla *et al.* (2008).

We also show that high Flo11 levels clearly repress *AQY2* expression. This appears to be in contrast with findings by Furukawa *et al.* (2009), showing that Aqy2 affects adhesion phenotypes and cell wall characteristics in a similar fashion to Flo11p, and that *AQY2* regulation is similar to that of *FLO11*. Taken together, these findings suggest that there is a biological link between these two factors which results in differential regulation dependent on the specific experimental conditions.

### The regulation of *FLO10*

*FLO10*, similar to *FLO1* and *FLO11*, displays strong dependency on Mss11, although not to the same degree. Furthermore, *FLO10* responds to the same signaling pathways as *FLO11*. Our data show that *FLO10* transcription appears absolutely dependent on MAPK signaling since Ste12 is essential for its expression. Previous studies have shown that Ste12 and Tec1 regulate the *FLO11* promoter (Lo and Dranginis 1998; Madhani and Fink 1997) with Ste12 acting as the general MAPK signaling component and Tec1 as specific filamentous growth transcription factor (Bardwell *et al.* 1998; Madhani and Fink 1997). We show that these factors have different roles and requirements in the regulation of the *FLO10* promoter because the *sfl1*Δ *tec1*Δ mutant displays low levels of *FLO10* transcription. Thus *FLO10* transcriptional activation requires MAPK signaling but does not depend on the filamentous growth specific MAPK component Tec1.

It is surprising that the co-regulation of *FLO* genes with many other cell wall encoding genes appears to have no detectable impact on any of the relevant cell wall-dependent phenotypes investigated here. Indeed, no significant influence of any of these genes on the intensity of phenotypes such as flocculation (with the possible exception of TIR4), agar invasion or cell wall hydrophobicity was observed. These data strongly suggest that differential *FLO* gene regulation, controlled by overlapping pathways, is responsible for the balance of Flo proteins in the cell wall and that this balance is primarily responsible for governing the adhesion properties of the cell.

## Supplementary Material

Supporting Information

# Supplementary material for: Many Saccharomyces cerevisiae Cell Wall Protein Encoding Genes Are Coregulated by Mss11, but Cellular Adhesion Phenotypes Appear Only Flo Protein Dependent
**Source:** G3 (Bethesda). 2012 Jan 1;2(1):131–41. doi: 10.1534/g3.111.001644
**Supplement:** Supporting Information

Supporting Information 

# Many *Saccharomyces cerevisiae* Cell Wall Protein Encoding Genes Are Coregulated by Mss11, but Cellular Adhesion Phenotypes Appear Only Flo Protein Dependent

## Supporting Information for Bester, Jacobson, and Bauer, 2012

**Files in this Data Supplement:**

- Supporting Information - Figures S1-S4 and Tables S1-S7 (PDF, 2.4 MB)
- Figure S1 - DAN1 transcript is only detected in strains over-expressing MSS11 as determined by qPCR (PDF, 232 KB)
- Figure S2 - Adhesion phenotype analysis of strains Σ1278b (labeled "Sigma"), S288c and S288c (FLO8) respectively (PDF, 1.4 MB)
- Figure S3 - Adhesion phenotypes of strains either over-expressing FLO11 or MSS11 (PDF, 244 KB)
- Figure S4 - FLO1 intragenic tandem repeat analysis showing repeats are of similar size in the single deletion strain set (PDF, 360 KB)
- Table S1 - Plasmids used in this study (PDF, 60 KB)
- Table S2 - S. cerevisiae strains used in this study (PDF, 84 KB)
- Table S3 - Primers used for the PCR amplification of gene disruption cassettes (PDF, 244 KB)
- Table S4 - Primers and hydrolysis probes used for qPCR analysis (PDF, 52 KB)
- Table S5 - Genes significantly regulated in response to MSS11 over-expression or deletion in ∑1278b (indicated as Σ1278b MSS11 and Σ1278b mss11 respectively) or over-expression in S288c (S288c MSS11) (PDF, 108 KB)
- Table S6 - GO enrichment analysis of genes significantly regulated in response to MSS11 over-expression or deletion in ∑1278b (indicated as Σ1278b MSS11 and Σ1278b mss11 respectively) or over-expression in S288c (S288c MSS11) (PDF, 86 KB)
- Table S7 - GO enrichment analysis of genes significantly regulated in response to FLO11 over-expression in ∑1278b (indicated as Σ1278b FLO11) using the online application FunSpec (p<0.0001; (Robinson et al. 2002) (PDF, 76 KB)

# Supplementary material for: Many Saccharomyces cerevisiae Cell Wall Protein Encoding Genes Are Coregulated by Mss11, but Cellular Adhesion Phenotypes Appear Only Flo Protein Dependent
**Source:** G3 (Bethesda). 2012 Jan 1;2(1):131–41. doi: 10.1534/g3.111.001644
**Supplement:** Supporting Information

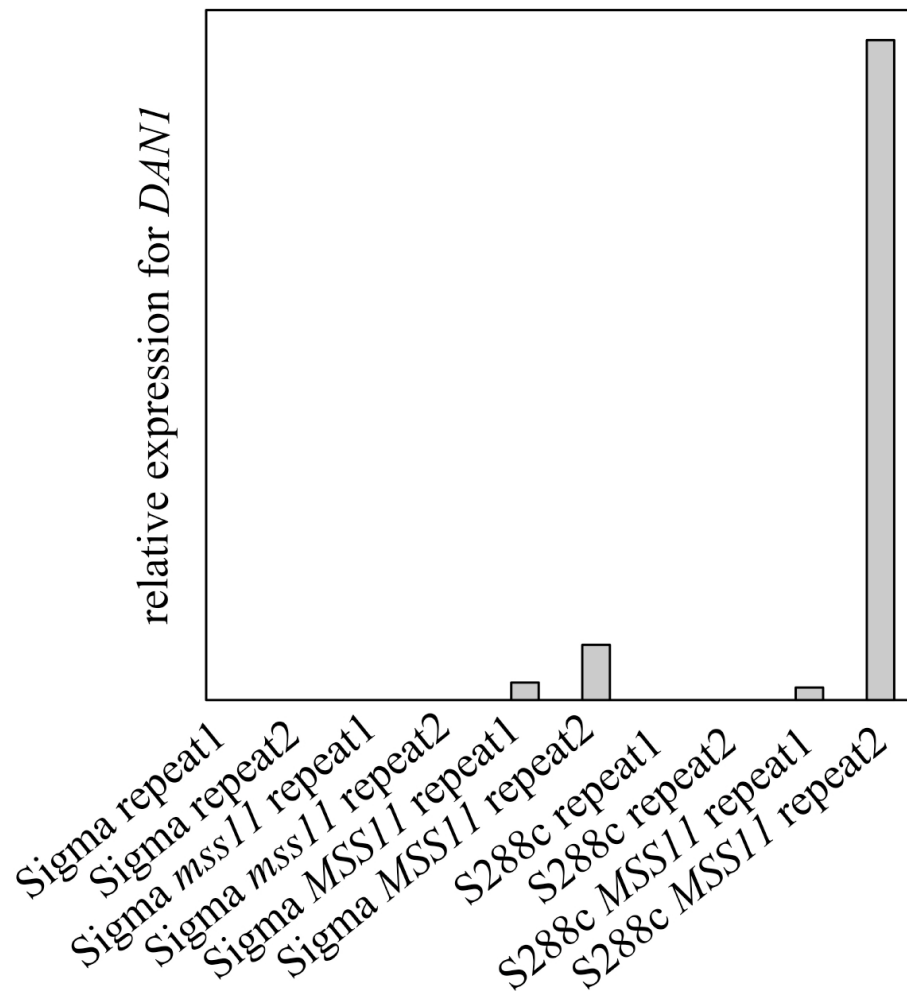

Figure S1 *DAN1* transcript is only detected in strains over-expressing *MSS11* as determined by qPCR. Shown is the relative expression data of each individual repeat for Σ 1278b and S288c wild type strains (labeled Sigma and S288c respectively), Σ 1278b with a *MSS11* deletion (Sigma *mss11*) and strains over-expressing *MSS11* (Sigma *MSS11* and S288c *MSS11*). Except for the over-expression strains no signal could be detected corresponding to *DAN1* transcript.

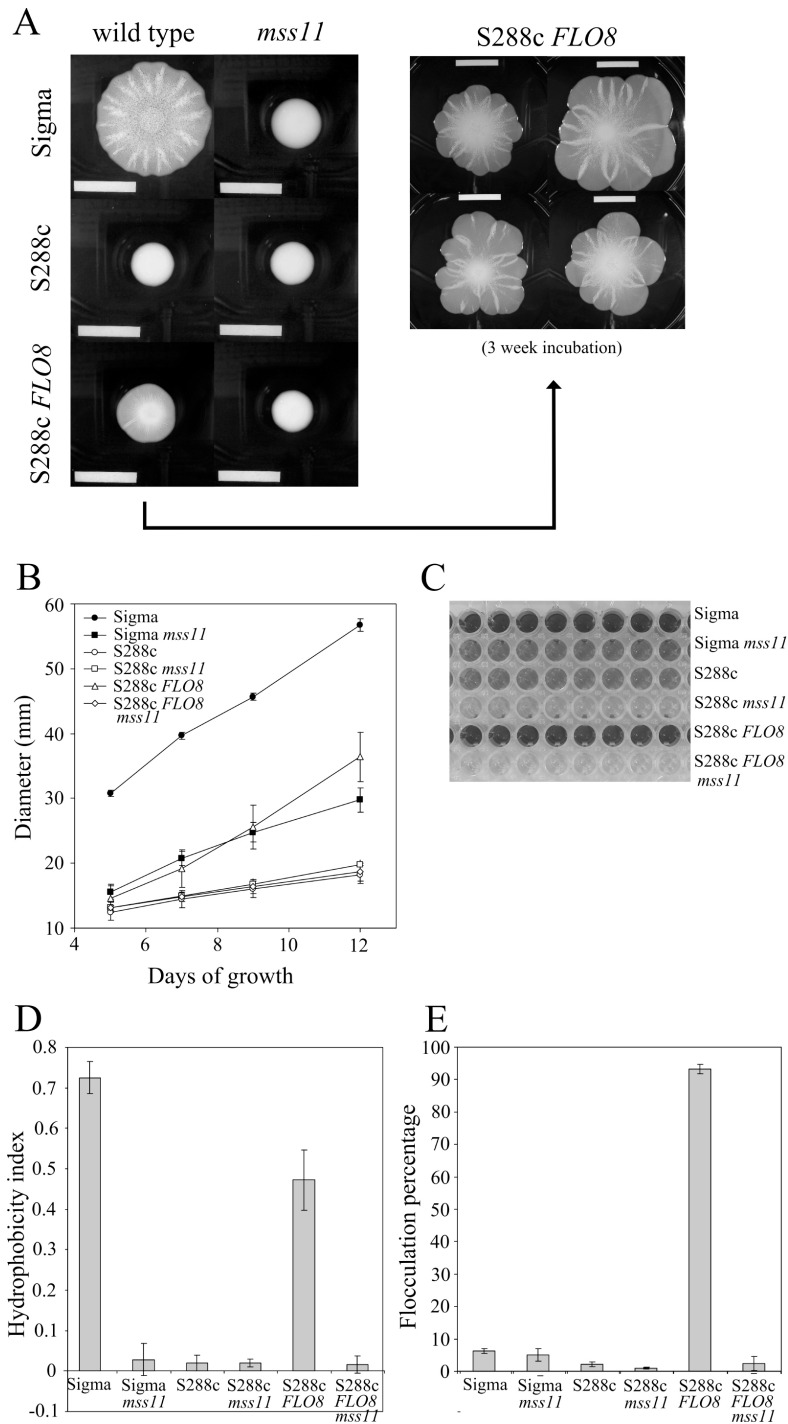

Figure S2 Adhesion phenotype analysis of strains Σ 1278b (labeled "Sigma"), S288c and S288c (FLO8) respectively. Various cell-cell and cell-substrate interactions were investigated for wild type and MSS11 deletion (*mss11*) strains. (A) "Mat" formation on 0.3% YPD agar after 9 days of growth (left panel). Strain S288c (FLO8) was further incubated for ~2 weeks to allow for fully developed "mats" (right panel). Growth was measured up to 12 days post seeding as described in Materials and Methods (B). Strains grown to stationary phase in YPD were assayed for their ability to adhere to polystyrene (C), their degree of hydrophobicity (D) and for flocculation (E).

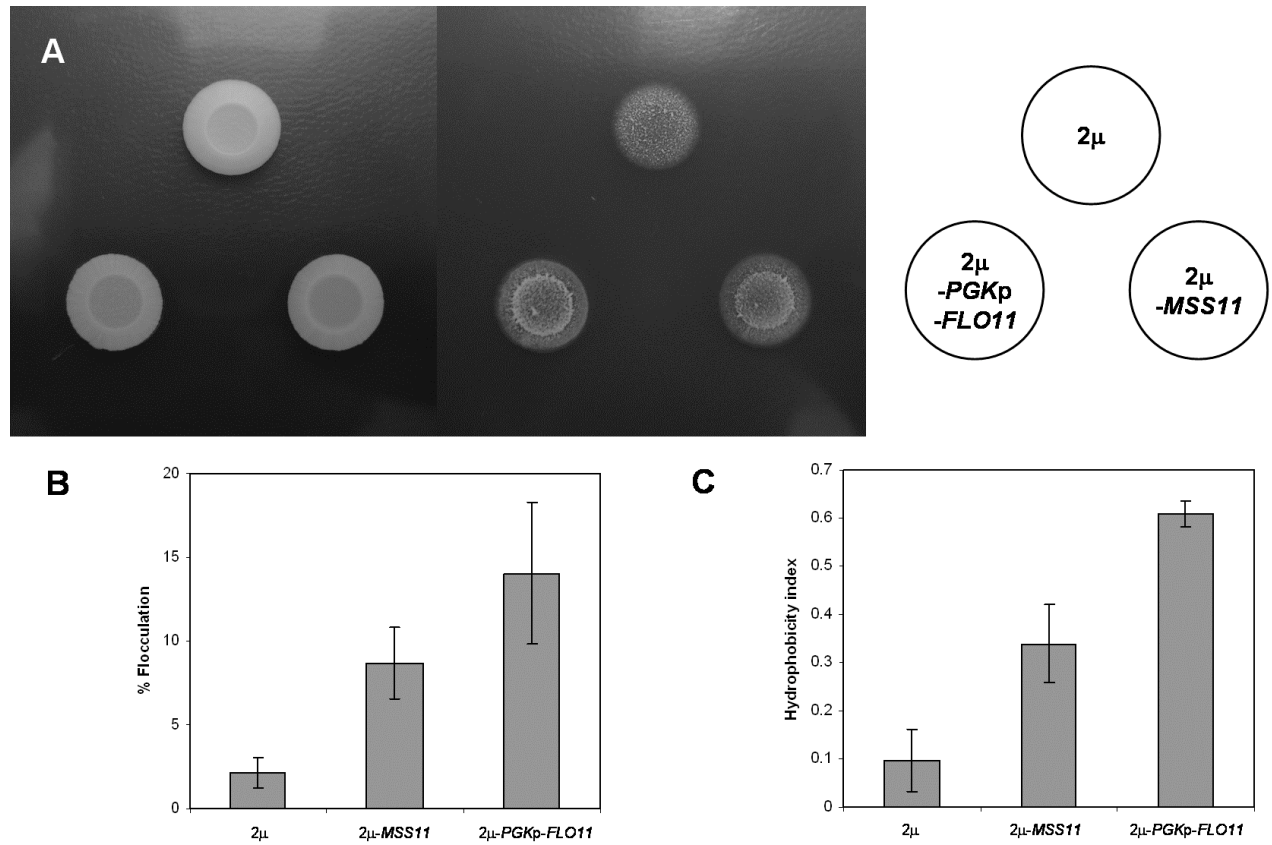

Figure S3 Adhesion phenotypes of strains either over-expressing *FLO11* or *MSS11*. Shown is (A) the ability to invade SCD agar plates following incubation of 12 days, (B) the degree of flocculent behavior and (C) outer cell hydrophobicity of transformants grown to stationary growth phase.

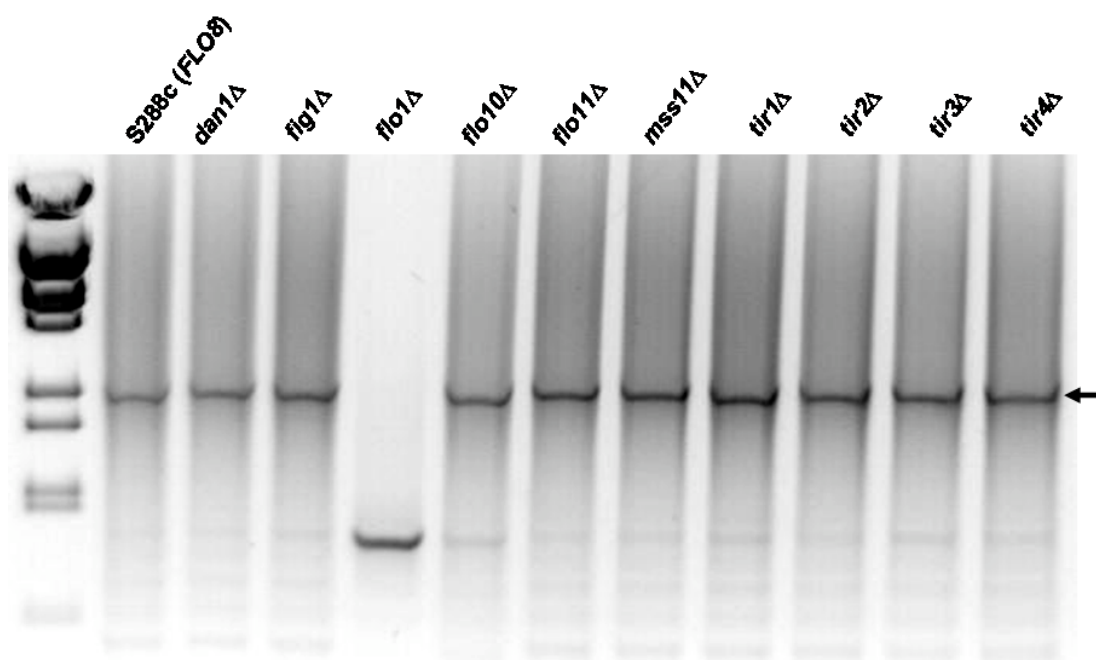

Figure S4 *FLO1* intragenic tandem repeat analysis showing repeats are of similar size in the single deletion strain set. *FLO1* repeats were PCR amplified using primers as described before (Verstrepen *et al.* 2005). DNA marker is lambda DNA digested with the restriction endo-nuclease *BstEII*.

Table S1 Plasmids used in this study

Plasmid name	Relevant genotype	Source or reference
YEplac181	2 μ <i>LEU2</i>	(Gietz and Sugino 1988)
YEplac195	2 μ <i>URA3</i>	(Gietz and Sugino 1988)
YEplac181-MSS11	2 μ <i>LEU2 MSS11</i>	(Gagiano <i>et al.</i> 1999a)
YEplac181-PGKp-MUC1	2 μ <i>LEU2 PGK1promoter FLO11</i>	this lab
YEplac195-MSS11	2 μ <i>URA3 MSS11</i>	(Gagiano <i>et al.</i> 1999b)

Table 2 *S. cerevisiae* strains used in this study

Strain	Relevant genotype	Source or reference
BY4742	<i>MATα his3Δ1 leu2Δ0 lys2Δ0 ura3Δ0</i>	(Brachmann <i>et al.</i> 1998)
BY4742 <i>dan1</i> Δ	isogenic to BY4742 <i>dan1</i> Δ :: <i>KanMX4</i>	EUROSCARF
BY4742 <i>fig1</i> Δ	isogenic to BY4742 <i>fig1</i> Δ :: <i>KanMX4</i>	EUROSCARF
BY4742 <i>fig2</i> Δ	isogenic to BY4742 <i>fig2</i> Δ :: <i>KanMX4</i>	EUROSCARF
BY4742 <i>flo1</i> Δ	isogenic to BY4742 <i>flo1</i> Δ :: <i>KanMX4</i>	EUROSCARF
BY4742 <i>flo10</i> Δ	isogenic to BY4742 <i>flo10</i> Δ :: <i>KanMX4</i>	EUROSCARF
BY4742 <i>mss11</i> Δ	isogenic to BY4742 <i>mss11</i> Δ :: <i>KanMX4</i>	EUROSCARF
BY4742 <i>nca3</i> Δ	isogenic to BY4742 <i>nca3</i> Δ :: <i>KanMX4</i>	EUROSCARF
BY4742 <i>tir1</i> Δ	isogenic to BY4742 <i>tir1</i> Δ :: <i>KanMX4</i>	EUROSCARF
BY4742 <i>tir2</i> Δ	isogenic to BY4742 <i>tir2</i> Δ :: <i>KanMX4</i>	EUROSCARF
BY4742 <i>tir3</i> Δ	isogenic to BY4742 <i>tir3</i> Δ :: <i>KanMX4</i>	EUROSCARF
BY4742 <i>tir4</i> Δ	isogenic to BY4742 <i>tir4</i> Δ :: <i>KanMX4</i>	EUROSCARF
BY4742 <i>FLO8</i>	isogenic to BY4742 <i>flo8-1</i> Δ :: <i>FLO8-LEU2</i>	(Bester <i>et al.</i> 2006)
BY4742 <i>FLO8 dan1</i> Δ	isogenic to BY4742 <i>dan1</i> Δ :: <i>KanMX4 flo8-1</i> Δ :: <i>FLO8-LEU2</i>	This study
BY4742 <i>FLO8 fig1</i> Δ	isogenic to BY4742 <i>fig1</i> Δ :: <i>KanMX4 flo8-1</i> Δ :: <i>FLO8-LEU2</i>	This study
BY4742 <i>FLO8 flo1</i> Δ	isogenic to BY4742 <i>flo8-1</i> Δ :: <i>FLO8-LEU2 flo1</i> Δ :: <i>KanMX4</i>	(Bester <i>et al.</i> 2006)
BY4742 <i>FLO8 flo10</i> Δ	isogenic to BY4742 <i>flo8-1</i> Δ :: <i>FLO8-LEU2 flo10</i> Δ :: <i>KanMX4</i>	(Bester <i>et al.</i> 2006)
BY4742 <i>FLO8 flo11</i> Δ	isogenic to BY4742 <i>flo8-1</i> Δ :: <i>FLO8-LEU2 flo11</i> Δ :: <i>lacZ-HIS3</i>	(Bester <i>et al.</i> 2006)
BY4742 <i>FLO8 tir1</i> Δ	isogenic to BY4742 <i>tir1</i> Δ :: <i>KanMX4 flo8-1</i> Δ :: <i>FLO8-LEU2</i>	This study
BY4742 <i>FLO8 tir2</i> Δ	isogenic to BY4742 <i>tir2</i> Δ :: <i>KanMX4 flo8-1</i> Δ :: <i>FLO8-LEU2</i>	This study
BY4742 <i>FLO8 tir3</i> Δ	isogenic to BY4742 <i>tir3</i> Δ :: <i>KanMX4 flo8-1</i> Δ :: <i>FLO8-LEU2</i>	This study

BY4742 <i>FLO8 tir4Δ</i>	isogenic to BY4742 <i>tir4Δ::KanMX4 flo8-1Δ::FLO8-LEU2</i>	This study
BY4742 <i>FLO8 dan1Δ flo11Δ::lacZ</i>	isogenic to BY4742 <i>dan1Δ::KanMX4 flo8-1Δ::FLO8-LEU2 flo11Δ::lacZ-HIS3</i>	This study
BY4742 <i>FLO8 fig1Δ flo11Δ::lacZ</i>	isogenic to BY4742 <i>fig1Δ::KanMX4 flo8-1Δ::FLO8-LEU2 flo11Δ::lacZ-HIS3</i>	This study
BY4742 <i>FLO8 fig2Δ flo11Δ::lacZ</i>	isogenic to BY4742 <i>fig2Δ::KanMX4 flo8-1Δ::FLO8-LEU2 flo11Δ::lacZ-HIS3</i>	This study
BY4742 <i>FLO8 flo1Δ flo11Δ::lacZ</i>	isogenic to BY4742 <i>flo1Δ::KanMX4 flo8-1Δ::FLO8-LEU2 flo11Δ::lacZ-HIS3</i>	This study
BY4742 <i>FLO8 flo10Δ flo11Δ::lacZ</i>	isogenic to BY4742 <i>flo10Δ::KanMX4 flo8-1Δ::FLO8-LEU2 flo11Δ::lacZ-HIS3</i>	This study
BY4742 <i>FLO8 flo11Δ::lacZ nca3Δ</i>	isogenic to BY4742 <i>nca3Δ::KanMX4 flo8-1Δ::FLO8-LEU2 flo11Δ::lacZ-HIS3</i>	This study
BY4742 <i>FLO8 flo11Δ::lacZ tir1Δ</i>	isogenic to BY4742 <i>tir1Δ::KanMX4 flo8-1Δ::FLO8-LEU2 flo11Δ::lacZ-HIS3</i>	This study
BY4742 <i>FLO8 flo11Δ::lacZ tir2Δ</i>	isogenic to BY4742 <i>tir2Δ::KanMX4 flo8-1Δ::FLO8-LEU2 flo11Δ::lacZ-HIS3</i>	This study
BY4742 <i>FLO8 flo11Δ::lacZ tir3Δ</i>	isogenic to BY4742 <i>tir3Δ::KanMX4 flo8-1Δ::FLO8-LEU2 flo11Δ::lacZ-HIS3</i>	This study
BY4742 <i>FLO8 flo11Δ::lacZ tir4Δ</i>	isogenic to BY4742 <i>tir4Δ::KanMX4 flo8-1Δ::FLO8-LEU2 flo11Δ::lacZ-HIS3</i>	This study
YHUM272	<i>MATa ura3-52 trp1Δ::hisG leu2Δ::hisG his3Δ::hisG</i>	H.-U. Mösch
Σ1278b <i>flo8</i>	isogenic to Σ1278b <i>flo8Δ::LEU2</i>	(van Dyk et al. 2005)
Σ1278b <i>flo11</i>	isogenic to Σ1278b <i>flo11Δ::lacZ-HIS3</i>	(van Dyk et al. 2005)
Σ1278b <i>mss11</i>	isogenic to Σ1278b <i>mss11Δ::LEU2</i>	(van Dyk et al. 2005)
Σ1278b <i>sfl1</i>	isogenic to Σ1278b <i>sfl1Δ::KanMX4</i>	(van Dyk et al. 2005)
Σ1278b <i>ste12</i>	isogenic to Σ1278b <i>ste12Δ::URA3</i>	(van Dyk et al. 2005)
Σ1278b <i>tec1</i>	isogenic to Σ1278b <i>tec1Δ::LEU2</i>	(van Dyk et al. 2005)
Σ1278b <i>sfl1 flo8</i>	isogenic to Σ1278b <i>sfl1Δ::KanMX4 flo8Δ::LEU2</i>	(van Dyk et al. 2005)
Σ1278b <i>sfl1 mss11</i>	isogenic to Σ1278b <i>sfl1Δ::KanMX4 mss11Δ::LEU2</i>	(van Dyk et al. 2005)
Σ1278b <i>sfl1 ste12</i>	isogenic to Σ1278b <i>sfl1Δ::KanMX4 ste12Δ::URA3</i>	(van Dyk et al. 2005)
Σ1278b <i>sfl1 tec1</i>	isogenic to Σ1278b <i>sfl1Δ::KanMX4 tec1Δ::LEU2</i>	(van Dyk et al. 2005)
Σ1278b <i>dan1Δ flo11Δ::lacZ</i>	isogenic to Σ1278b <i>dan1Δ::KanMX4 flo11Δ::lacZ-HIS3</i>	This study
Σ1278b <i>fig1Δ flo11Δ::lacZ</i>	isogenic to Σ1278b <i>fig1Δ::KanMX4 flo11Δ::lacZ-HIS3</i>	This study

$\Sigma 1278b$ <i>fig2Δ flo11Δ::lacZ</i>	isogenic to $\Sigma 1278b$ <i>fig2Δ::KanMX4 flo11Δ::lacZ-HIS3</i>	This study
$\Sigma 1278b$ <i>flo1Δ flo11Δ::lacZ</i>	isogenic to $\Sigma 1278b$ <i>flo1Δ::KanMX4 flo11Δ::lacZ-HIS3</i>	This study
$\Sigma 1278b$ <i>flo10Δ flo11Δ::lacZ</i>	isogenic to $\Sigma 1278b$ <i>flo10Δ::KanMX4 flo11Δ::lacZ-HIS3</i>	This study
$\Sigma 1278b$ <i>flo11Δ::lacZ nca3Δ</i>	isogenic to $\Sigma 1278b$ <i>nca3Δ::KanMX4 flo11Δ::lacZ-HIS3</i>	This study
$\Sigma 1278b$ <i>flo11Δ::lacZ tir1Δ</i>	isogenic to $\Sigma 1278b$ <i>tir1Δ::KanMX4 flo11Δ::lacZ-HIS3</i>	This study
$\Sigma 1278b$ <i>flo11Δ::lacZ tir2Δ</i>	isogenic to $\Sigma 1278b$ <i>tir2Δ::KanMX4 flo11Δ::lacZ-HIS3</i>	This study
$\Sigma 1278b$ <i>flo11Δ::lacZ tir3Δ</i>	isogenic to $\Sigma 1278b$ <i>tir3Δ::KanMX4 flo11Δ::lacZ-HIS3</i>	This study
$\Sigma 1278b$ <i>flo11Δ::lacZ tir4Δ</i>	isogenic to $\Sigma 1278b$ <i>tir4Δ::KanMX4 flo11Δ::lacZ-HIS3</i>	This study

---

Table S3 Primers used for the PCR amplification of gene disruption cassettes

Primer name	Primer sequence (5'→3')
AQY2kanMX4-F	CTTTCATTAACGAATTAGAGCGC
AQY2kanMX4-R	TCAAAGCCATGTGAGCCATG
DAN1kanMX4-F	CTCCGTAGACGCTCCTCTGAA
DAN1kanMX4-R	TGTTAAGCTGTCTGCAATAAGGAAT
FIG1kanMX4-F	GATGGTTTCATGTATGTGTCAGTTAAA
FIG1kanMX4-R	GTCGCTCATCAAGGTGACAGTAA
FIG2kanMX4-F	GGTACATGGTGCTTTCCTTATGC
FIG2kanMX4-R	GCCTTGATTGCAGAGGTTGTG
FLO1-Fp-Conf	CGATAGGGAGGCATCATGGTACTACCG
FLO1-Rp-Conf	AAGAAGCGCAAGAATTATCATTTAGTCAAT
FLO10-F	AAATGGGCTCCTGCCTGAAT
FLO10-R	CTAGCTCATCCGTTGCCGCT
HPF1(YOL155c)kanMX4-F	GCAGAAGTGCCCGTAGGAGA
NCA3kanMX4-F	GTGGCAAAGCGGACAGCT
NCA3kanMX4-R	CCGTAATGCAGAGTACACCTTGA
TIR1kanMX4-F	GAACTGCGTTTGTATGCAACTGT
TIR1kanMX4-R	GTATCCAACAGACAGTAGTGCCAAC
tir2kof	GCTGAGCATCATGTGAGTAA
tir2kor	ATGTGGGCAGGAAGACATGC
tir3kof	GCCCTAGAATGGATTGCAGA
tir3kor	TGCTCTTGCTCGAACATTCC
TIR4kanMX4-F	GCATTTCTAACAAGTAGGATAGTCCAA
TIR4kanMX4-R	GATGATGCTAGGATAGGCACCTT

Table S4 Primers and hydrolysis probes used for qPCR analysis

Primer/probe name	Primer/probe sequence (5'→3')	Modifications
FLO9-F (TaqmanMGB)	TGTACAATAAAAGCCCCAAAATG	none
FLO9-R (TaqmanMGB)	GCAATGTGACGATGGCTAGTAGTAA	none
FLO9-probe	CTCTGGCACATTATT	NED dye (5'), Minor Groove Binder (3')
AQY2-F-(rt-PCR)	GGACCCGACCGGTGTTG	none
AQY2-R-(rt-PCR)	TTAAAACGCGAATGCTTCGTT	none
DAN1-F-(rt-PCR)	GCTTCCAGGCTTGCATAAGA	none
DAN1-R-(rt-PCR)	TCGCCACCGGCAAAAA	none
DAN4-F-(rt-PCR)	GCCACTACATCGAACAATGCA	none
DAN4-R-(rt-PCR)	GGCACCCGCAGAGCAA	none
FIG1-F-(rt-PCR)	TCCCTTATACAGAGACTTGGAAATTCA	none
FIG1-R-(rt-PCR)	AATTGGGCTAACTTCAAAATGTTCA	none
FIG2-F-(rt-PCR)	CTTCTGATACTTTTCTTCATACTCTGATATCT	none
FIG2-R-(rt-PCR)	TGTCCTATGAGGTTGTGCAGTTG	none
FLO11-F-(QRT-PCR)	CCTCCGAAGGAACTAGCTGTAATT	none
FLO11-R-(QRT-PCR)	AGTCACATCCAAAGTATACTGCATGAT	none
HPF1(YIL169c)-F-(rt-PCR)	CTAAGGACATACACTACTGCCACTGGT	none
HPF1(YIL169c)-R-(rt-PCR)	ACTAGTTGCGTGACGGTTGAAGTAG	none
HPF1(YOL155c)-F-(rt-PCR)	CGGTTCATCTTCTGCCACAGA	none
HPF1(YOL155c)-R-(rt-PCR)	GTTTCATCTTCTGCCACAGAATCAG	none
NCA3-F-(rt-PCR)	TGGTGGATGGGCCTCTGT	none
NCA3-R-(rt-PCR)	GACATTCCAGGTTACATGCA	none
PDA1-F-QRT-PCR	GGAATTTGCCCGTCGTGT	none
PDA1-R-QRT-PCR	GCGGCGGTACCCATACC	none
TIR1-F-(rt-PCR)	TCCAAGCTACCAAGGCTGTTC	none
TIR1-R-(rt-PCR)	ACCCATACCAACAAAGGCCTTA	none
TIR2-F-qPCR	CTGCCCAAACCTCAGGAAGAAA	none
TIR2-R-qPCR	CTTGCAAGTTGACTTAACGTCAT	none
TIR3-F-(QRT-PCR)	TTTGACGCTATTTTGGCTGATG	none

TIR3-R-(QRT-PCR)	TCTGGATTATTCATTGCCAAGGA	none
TIR4-F-(rt-PCR)	TGCCGACTACATCACCTATCC	none
TIR4-R-(rt-PCR)	GGCATTTGGTCCAAGGAAAA	none

Table S5 Genes significantly regulated in response to *MSS11* over-expression or deletion in Σ 1278b (indicated as Σ 1278b *MSS11* and Σ 1278b *mss11* respectively) or over-expression in S288c (S288c *MSS11*). Shown are the degree of regulation ($\log_2$ fold), the open reading frame (ORF), the gene name if applicable as well as a short description as obtained from the *Saccharomyces genome database* (SGD).

$\log_2$ fold	ORF	Gene name	Short description
S288c <i>MSS11</i>			
-2.738	YJL170C	<i>ASG7</i>	Protein that regulates signaling from a G protein beta subunit Ste4p and its relocalization within the cell
-2.307	YIL015W	<i>BAR1</i>	Aspartyl protease secreted into the periplasmic space of mating type a cells, helps cells find mating partners, cleaves and inactivates alpha factor allowing cells to recover from alpha-factor-induced cell cycle arrest
-1.87	YCL026C-A	<i>FRM2</i>	Protein of unknown function, involved in the integration of lipid signaling pathways with cellular homeostasis
-1.148	YMR279C		Putative protein of unknown function
-1.066	YJL160C		Putative protein of unknown function
-1.061	YDL127W	<i>PCL2</i>	G1 cyclin, associates with Pho85p cyclin-dependent kinase (Cdk) to contribute to entry into the mitotic cell cycle, essential for cell morphogenesis
-0.919	YBR019C	<i>GAL10</i>	UDP-glucose-4-epimerase, catalyzes the interconversion of UDP-galactose and UDP-D-glucose in galactose metabolism
-0.919	YOR114W		Putative protein of unknown function
-0.887	YPL130W	<i>SPO19</i>	Meiosis-specific protein of unknown function, involved in completion of nuclear divisions
-0.85	R0020C	<i>REP1</i>	Master regulator that acts in concert with Rep2p to regulate transcript levels of the FLP1 gene that promotes plasmid copy amplification
-0.849	YGR131W		Protein of unknown function
-0.807	YDR106W	<i>ARP10</i>	Component of the dynactin complex, localized to the pointed end of the Arp1p filament
-0.7	YJR112W	<i>NNF1</i>	Essential component of the MIND kinetochore complex (Mtw1p Including Nnf1p-Nsl1p-Dsn1p) which joins kinetochore subunits contacting DNA to those contacting microtubules

-0.651	YKL089W	<i>MIF2</i>	Kinetochore protein with homology to human CENP-C, required for structural integrity of the spindle during anaphase spindle elongation, interacts with histones H2A, H2B, and H4, phosphorylated by Ipl1p
-0.647	YJL196C	<i>ELO1</i>	Elongase I, medium-chain acyl elongase, catalyzes carboxy-terminal elongation of unsaturated C12-C16 fatty acyl-CoAs to C16-C18 fatty acids
-0.627	YDR179W-A		Putative protein of unknown function
-0.626	YHR063C	<i>PAN5</i>	2-dehydropantoate 2-reductase, part of the pantothenic acid pathway, structurally homologous to E. coli panE
-0.569	YFL046W	<i>FMP32</i>	Putative protein of unknown function
-0.513	YML023C	<i>NSE5</i>	Essential subunit of the Mms21-Smc5-Smc6 complex
0.5	YNR018W		Putative protein of unknown function
0.746	YLR216C	<i>CPR6</i>	Peptidyl-prolyl cis-trans isomerase (cyclophilin), catalyzes the cis-trans isomerization of peptide bonds N-terminal to proline residues
0.783	YHR112C		Putative protein of unknown function
0.859	YPL024W	<i>RMI1</i>	Subunit of the RecQ (Sgs1p) - Topo III (Top3p) complex
0.904	YNL191W	<i>DUG3</i>	Probable glutamine amidotransferase, forms a complex with Dug1p and Dug2p to degrade glutathione (GSH) and other peptides containing a gamma-glu-X bond in an alternative pathway to GSH degradation by gamma-glutamyl transpeptidase (Ecm38p)
0.966	YER042W	<i>MXR1</i>	Methionine-S-sulfoxide reductase, involved in the response to oxidative stress
1.039	YGL010W		Putative protein of unknown function
1.162	YPR196W		Putative maltose activator
1.225	YAL012W	<i>CYS3</i>	Cystathionine gamma-lyase, catalyzes one of the two reactions involved in the transsulfuration pathway that yields cysteine from homocysteine with the intermediary formation of cystathionine
1.249	YNL276C		
1.249	YNL277W	<i>MET2</i>	L-homoserine-O-acetyltransferase, catalyzes the conversion of homoserine to O-acetyl homoserine which is the first step of the methionine biosynthetic pathway

1.465	YDL059C	<i>RAD59</i>	Protein involved in the repair of double-strand breaks in DNA during vegetative growth via recombination and single-strand annealing
1.501	YDR044W	<i>HEM13</i>	Coproporphyrinogen III oxidase, an oxygen requiring enzyme that catalyzes the sixth step in the heme biosynthetic pathway
1.521	YHL036W	<i>MUP3</i>	Low affinity methionine permease, similar to Mup1p
1.528	YKL109W	<i>HAP4</i>	Subunit of the heme-activated, glucose-repressed Hap2p/3p/4p/5p CCAAT-binding complex, a transcriptional activator and global regulator of respiratory gene expression
1.599	YDL245C	<i>HXT15</i>	Protein of unknown function with similarity to hexose transporter family members, expression is induced by low levels of glucose and repressed by high levels of glucose
1.599	YJR158W	<i>HXT16</i>	Protein of unknown function with similarity to hexose transporter family members, expression is repressed by high levels of glucose
1.655	YOR009W	<i>TIR4</i>	Cell wall mannoprotein of the Srp1p/Tip1p family of serine-alanine-rich proteins
1.658	YLL061W	<i>MMP1</i>	High-affinity S-methylmethionine permease, required for utilization of S-methylmethionine as a sulfur source
1.719	YKL201C	<i>MNN4</i>	Putative positive regulator of mannosylphosphate transferase (Mnn6p), involved in mannosylphosphorylation of N-linked oligosaccharides
1.719	YKL202W		
1.755	YMR244W		Putative protein of unknown function
1.808	YLR364W	<i>GRX8</i>	Glutaredoxin that employs a dithiol mechanism of catalysis
1.881	YDR253C	<i>MET32</i>	Zinc-finger DNA-binding protein, involved in transcriptional regulation of the methionine biosynthetic genes, similar to Met31p
1.898	YMR081C	<i>ISF1</i>	Serine-rich, hydrophilic protein with similarity to Mbr1p
1.931	YJL212C	<i>OPT1</i>	Proton-coupled oligopeptide transporter of the plasma membrane
1.961	YFL051C		Putative protein of unknown function
1.968	YEL070W	<i>DSF1</i>	Deletion suppressor of mpt5 mutation
1.968	YNR073C		Putative mannitol dehydrogenase
2.1	YGR055W	<i>MUP1</i>	High affinity methionine permease, integral membrane protein with 13 putative membrane-spanning regions

2.374	YAR064W		Putative protein of unknown function
2.374	YHR213W-B		Putative protein of unknown function
2.458	YER011W	<i>TIR1</i>	Cell wall mannoprotein of the Srp1p/Tip1p family of serine-alanine-rich proteins
2.47	YDR342C	<i>HXT7</i>	High-affinity glucose transporter of the major facilitator superfamily, nearly identical to Hxt6p, expressed at high basal levels relative to other HXTs, expression repressed by high glucose levels
2.47	YDR343C	<i>HXT6</i>	High-affinity glucose transporter of the major facilitator superfamily, nearly identical to Hxt7p, expressed at high basal levels relative to other HXTs, repression of expression by high glucose requires SNF3
2.522	YKL068W-A		Putative protein of unknown function
2.629	YJL218W		Putative protein of unknown function, similar to bacterial galactoside O-acetyltransferases
2.951	YAL063C	<i>FLO9</i>	Lectin-like protein with similarity to Flo1p, thought to be expressed and involved in flocculation
2.951	YAL064W-B		Fungal-specific protein of unknown function
2.951	YAR050W	<i>FLO1</i>	Lectin-like protein involved in flocculation, cell wall protein that binds to mannose chains on the surface of other cells, confers flocculating ability that is chymotrypsin sensitive and heat resistant
2.951	YHR211W	<i>FLO5</i>	Lectin-like cell wall protein (flocculin) involved in flocculation, binds to mannose chains on the surface of other cells, confers flocculating ability that is chymotrypsin resistant but heat labile
2.966	YHR092C	<i>HXT4</i>	High-affinity glucose transporter of the major facilitator superfamily, expression is induced by low levels of glucose and repressed by high levels of glucose
3.052	YMR317W		Putative protein of unknown function with some similarity to sialidase from Trypanosoma
3.172	YMR164C	<i>MSS11</i>	Transcription factor involved in regulation of invasive growth and starch degradation
3.214	YDL039C	<i>PRM7</i>	Pheromone-regulated protein, predicted to have one transmembrane segment
3.23	YIL011W	<i>TIR3</i>	Cell wall mannoprotein of the Srp1p/Tip1p family of serine-alanine-rich proteins
3.319	YMR011W	<i>HXT2</i>	High-affinity glucose transporter of the major facilitator superfamily, expression is induced by low levels of glucose and repressed by

			high levels of glucose
3.732	YDL039C	<i>PRM7</i>	Pheromone-regulated protein, predicted to have one transmembrane segment
3.747	YAL065C		Putative protein of unknown function
3.822	YOR010C	<i>TIR2</i>	Putative cell wall mannoprotein of the Srp1p/Tip1p family of serine-alanine-rich proteins
3.853	YJR150C	<i>DAN1</i>	Cell wall mannoprotein with similarity to Tir1p, Tir2p, Tir3p, and Tir4p
3.876	YHR213W-A		Putative protein of unknown function
4.818	YJL116C	<i>NCA3</i>	Protein that functions with Nca2p to regulate mitochondrial expression of subunits 6 (Atp6p) and 8 (Atp8p) of the Fo-F1 ATP synthase
4.991	YIR019C	<i>MUC1</i>	GPI-anchored cell surface glycoprotein (flocculin) required for pseudohyphal formation, invasive growth, flocculation, and biofilms
5.373	YAR062W		Hypothetical protein
5.373	YHR213W		Putative protein of unknown function
5.798	YAR050W	<i>FLO1</i>	Lectin-like protein involved in flocculation, cell wall protein that binds to mannose chains on the surface of other cells, confers flocc-forming ability that is chymotrypsin sensitive and heat resistant
$\Sigma 1278b$ <i>MSS11</i>			
-0.857	YOL147C	<i>PEX11</i>	Peroxisomal membrane protein required for peroxisome proliferation and medium-chain fatty acid oxidation, most abundant protein in the peroxisomal membrane, regulated by Adr1p and Pip2p-Oaf1p, promoter contains ORE and UAS1-like elements
-0.855	YHR143W	<i>DSE2</i>	Daughter cell-specific secreted protein with similarity to glucanases, degrades cell wall from the daughter side causing daughter to separate from mother
0.916	YNL036W	<i>NCE103</i>	Carbonic anhydrase
1.086	YGR213C	<i>RTA1</i>	Protein involved in 7-amincholesterol resistance
1.204	YOR032C	<i>HMS1</i>	Basic helix-loop-helix (bHLH) protein with similarity to myc-family transcription factors
1.321	YMR317W		Putative protein of unknown function with some similarity to sialidase from Trypanosoma
1.321	YIL013C	<i>PDR11</i>	ATP-binding cassette (ABC) transporter, multidrug transporter involved in multiple drug resistance

1.403	YHR213W-A		Putative protein of unknown function
1.437	YAL063C	<i>FLO9</i>	Lectin-like protein with similarity to Flo1p, thought to be expressed and involved in flocculation
1.437	YAL064W-B		Fungal-specific protein of unknown function
1.437	YAR050W	<i>FLO1</i>	Lectin-like protein involved in flocculation, cell wall protein that binds to mannose chains on the surface of other cells, confers flocculating ability that is chymotrypsin sensitive and heat resistant
1.437	YHR211W	<i>FLO5</i>	Lectin-like cell wall protein (flocculin) involved in flocculation, binds to mannose chains on the surface of other cells, confers flocculating ability that is chymotrypsin resistant but heat labile
1.494	YDL039C	<i>PRM7</i>	Pheromone-regulated protein, predicted to have one transmembrane segment
1.528	YNR002C	<i>ATO2</i>	Putative transmembrane protein involved in export of ammonia, a starvation signal that promotes cell death in aging colonies
1.571	YHL043W	<i>ECM34</i>	Putative protein of unknown function
1.66	YOR009W	<i>TIR4</i>	Cell wall mannoprotein of the Srp1p/Tip1p family of serine-alanine-rich proteins
1.892	YMR081C	<i>ISF1</i>	Serine-rich, hydrophilic protein with similarity to Mbr1p
2.206	YAR050W	<i>FLO1</i>	Lectin-like protein involved in flocculation, cell wall protein that binds to mannose chains on the surface of other cells, confers flocculating ability that is chymotrypsin sensitive and heat resistant
2.229	YJL116C	<i>NCA3</i>	Protein that functions with Nca2p to regulate mitochondrial expression of subunits 6 (Atp6p) and 8 (Atp8p) of the Fo-F1 ATP synthase
2.452	YAR062W		Hypothetical protein
2.452	YHR213W		Putative protein of unknown function
2.49	YIR019C	<i>MUC1</i>	GPI-anchored cell surface glycoprotein (flocculin) required for pseudohyphal formation, invasive growth, flocculation, and biofilms
2.586	YIL011W	<i>TIR3</i>	Cell wall mannoprotein of the Srp1p/Tip1p family of serine-alanine-rich proteins
2.791	YDL039C	<i>PRM7</i>	Pheromone-regulated protein, predicted to have one transmembrane segment
4.329	YMR164C	<i>MSS11</i>	Transcription factor involved in regulation of invasive growth and starch degradation
4.497	YOR010C	<i>TIR2</i>	Putative cell wall mannoprotein of the Srp1p/Tip1p family of serine-alanine-rich proteins

$\Sigma 1278b$ <i>mss11</i>			
-3.171	YIR019C	<i>MUC1</i>	GPI-anchored cell surface glycoprotein (flocculin) required for pseudohyphal formation, invasive growth, flocculation, and biofilms
-2.962	YMR164C	<i>MSS11</i>	Transcription factor involved in regulation of invasive growth and starch degradation
-2.426	YOR032C	<i>HMS1</i>	Basic helix-loop-helix (bHLH) protein with similarity to myc-family transcription factors
-2.199	YDR259C	<i>YAP6</i>	Putative basic leucine zipper (bZIP) transcription factor
-1.683	YIL011W	<i>TIR3</i>	Cell wall mannoprotein of the Srp1p/Tip1p family of serine-alanine-rich proteins
-1.656	YHL043W	<i>ECM34</i>	Putative protein of unknown function
-1.21	YPR013C		Putative zinc finger protein

Table S6 GO enrichment analysis of genes significantly regulated in response to *MSS11* over-expression or deletion in $\Sigma 1278b$ (indicated as $\Sigma 1278b$ *MSS11* and $\Sigma 1278b$ *mss11* respectively) or over-expression in *S288c* (*S288c* *MSS11*). Shown is the number of genes identified to group in each category as selected by the use of GOfast with a Benjamini & Yekutieli calculated FDR threshold of 0.1. Categories mentioned in text are shown in bold.

GO Term	GO ID	<i>S288c</i><br><i>MSS11</i>	Sigma<br><i>MSS11</i>	Sigma<br><i>mss11</i>
DNA binding	GO:0003677			3
L-amino acid transmembrane transporter activity	GO:0015179	2		
amine transmembrane transporter activity	GO:0005275	3		
amino acid transmembrane transporter activity	GO:0015171	3		
amino acid transport	GO:0006865	3		
**anchored to membrane**	**GO:0031225**	**9**	**7**	**2**
carbohydrate binding	GO:0030246	3	2	
carbohydrate transmembrane transporter activity	GO:0015144	4		
carbohydrate transport	GO:0008643	4		
cell	GO:0005623			7
cell growth	GO:0016049		4	3
cell part	GO:0044464			7
**cell periphery**	**GO:0071944**	**16**	**8**	
**cell wall**	**GO:0005618**	**10**	**7**	**2**
cell wall organization	GO:0071555		3	
cellular cell wall organization	GO:0007047		3	
**external encapsulating structure**	**GO:0030312**	**10**	**7**	**2**
external encapsulating structure organization	GO:0045229		3	
**extracellular region**	**GO:0005576**	**11**	**7**	**2**
**filamentous growth**	**GO:0030447**		**4**	**3**
filamentous growth of a population of unicellular organisms	GO:0044182		4	3
**flocculation**	**GO:0000128**	**4**	**4**	**1**
flocculation via cell wall protein-carbohydrate interaction	GO:0000501	2	2	
fructose transmembrane transporter activity	GO:0005353	4		
**fungal-type cell wall**	**GO:0009277**	**7**	**5**	**1**
glucose transmembrane transporter activity	GO:0005355	4		

GO Term	GO ID	S288c<br><i>MSS11</i>	Sigma<br><i>MSS11</i>	Sigma<br><i>mss11</i>
growth	GO:0040007		4	3
growth of unicellular organism as a thread of attached cells	GO:0070783		4	3
hexose transmembrane transporter activity	GO:0015149	4		
hexose transport	GO:0008645	4		
homoserine metabolic process	GO:0009092	2		
**intrinsic to membrane**	**GO:0031224**	**30**	**13**	
mannose transmembrane transporter activity	GO:0015578	4		
membrane	GO:0016020	30	13	
membrane part	GO:0044425	30	13	
modified amino acid transmembrane transporter activity	GO:0072349	3		
monosaccharide binding	GO:0048029	2	2	
monosaccharide transmembrane transporter activity	GO:0015145	4		
monosaccharide transport	GO:0015749	4		
**multi-organism process**	**GO:0051704**	**7**	**5**	**1**
organic substance transport	GO:0071702	8		
peptide catabolic process	GO:0043171	2		
peptide metabolic process	GO:0006518	2		
**plasma membrane**	**GO:0005886**	**9**	**4**	
pseudohyphal growth	GO:0007124		4	3
regulation of anatomical structure size	GO:0090066		4	3
regulation of biological quality	GO:0065008			3
regulation of cell size	GO:0008361		4	3
regulation of cellular component size	GO:0032535		4	3
response to stimulus	GO:0050896		10	
response to toxin	GO:0009636	2	1	
sequence-specific DNA binding	GO:0043565			2
sugar binding	GO:0005529	2	2	
sugar transmembrane transporter activity	GO:0051119	4		
sulfur amino acid metabolic process	GO:0000096	3		
sulfur amino acid transmembrane transporter activity	GO:0000099	3		

GO Term	GO ID	S288c<br><i>MSS11</i>	Sigma<br><i>MSS11</i>	Sigma<br><i>mss11</i>
sulfur compound metabolic process	GO:0006790	5		
sulfur compound transport	GO:0072348	2		
transcription regulator activity	GO:0030528			2

Table S7 GO enrichment analysis of genes significantly regulated in response to *FLO11* over-expression in Σ 1278b (indicated as Σ 1278b *FLO11*) using the online application FunSpec ($p < 0.0001$; (Robinson *et al.* 2002). Shown is the number of genes identified to group in each category.

GO Term	GO ID	Sigma <i>FLO11</i> +
branched chain family amino acid catabolic process	GO:0009083	4
catalytic activity	GO:0003824	24
cellular aromatic compound metabolic process	GO:0006725	8
metabolic process	GO:0008152	21
organic acid metabolic process	GO:0006082	9
response to temperature stimulus	GO:0009266	5
transmembrane transport	GO:0055085	22
transporter activity	GO:0005215	13

REFERENCES

- Bester, M. C., I. S. Pretorius and F. F. Bauer, 2006 The regulation of *Saccharomyces cerevisiae* *FLO* gene expression and Ca^{2+} -dependent flocculation by Flo8p and Mss11p. *Curr Genet* **49**: 375-383.
- Brachmann, C. B., A. Davies, G. J. Cost, E. Caputo, J. Li *et al.*, 1998 Designer deletion strains derived from *Saccharomyces cerevisiae* S288C: a useful set of strains and plasmids for PCR-mediated gene disruption and other applications. *Yeast* **14**: 115-132.
- Gagiano, M., D. Van Dyk, F. F. Bauer, M. G. Lambrechts and I. S. Pretorius, 1999a Divergent regulation of the evolutionarily closely related promoters of the *Saccharomyces cerevisiae* *STA2* and *MUC1* genes. *J Bacteriol* **181**: 6497-6508.
- Gagiano, M., D. van Dyk, F. F. Bauer, M. G. Lambrechts and I. S. Pretorius, 1999b Msn1p/Mss10p, Mss11p and Muc1p/Flo11p are part of a signal transduction pathway downstream of Mep2p regulating invasive growth and pseudohyphal differentiation in *Saccharomyces cerevisiae*. *Mol Microbiol* **31**: 103-116.
- Gietz, R. D., and A. Sugino, 1988 New yeast-*Escherichia coli* shuttle vectors constructed with in vitro mutagenized yeast genes lacking six-base pair restriction sites. *Gene* **74**: 527-534.
- Robinson, M. D., J. Grigull, N. Mohammad and T. R. Hughes, 2002 FunSpec: a web-based cluster interpreter for yeast. *BMC Bioinformatics* **3**: 35.
- van Dyk, D., I. S. Pretorius and F. F. Bauer, 2005 Mss11p is a central element of the regulatory network that controls *FLO11* expression and invasive growth in *Saccharomyces cerevisiae*. *Genetics* **169**: 91-106.
- Verstrepen, K. J., A. Jansen, F. Lewitter and G. R. Fink, 2005 Intragenic tandem repeats generate functional variability. *Nat Genet* **37**: 986-990.

# Supplementary material for: Many Saccharomyces cerevisiae Cell Wall Protein Encoding Genes Are Coregulated by Mss11, but Cellular Adhesion Phenotypes Appear Only Flo Protein Dependent
**Source:** G3 (Bethesda). 2012 Jan 1;2(1):131–41. doi: 10.1534/g3.111.001644
**Supplement:** Supporting Information

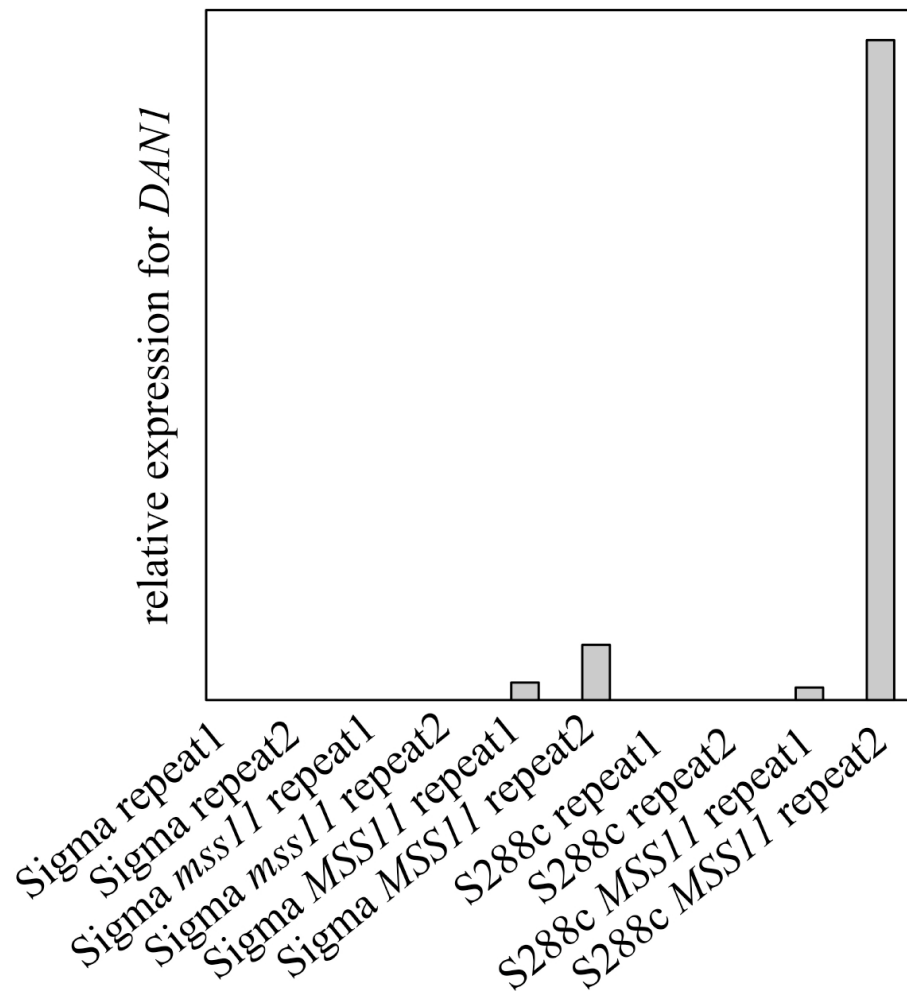

Figure S1 *DAN1* transcript is only detected in strains over-expressing *MSS11* as determined by qPCR. Shown is the relative expression data of each individual repeat for Σ 1278b and S288c wild type strains (labeled Sigma and S288c respectively), Σ 1278b with a *MSS11* deletion (Sigma *mss11*) and strains over-expressing *MSS11* (Sigma *MSS11* and S288c *MSS11*). Except for the over-expression strains no signal could be detected corresponding to *DAN1* transcript.

# Supplementary material for: Many Saccharomyces cerevisiae Cell Wall Protein Encoding Genes Are Coregulated by Mss11, but Cellular Adhesion Phenotypes Appear Only Flo Protein Dependent
**Source:** G3 (Bethesda). 2012 Jan 1;2(1):131–41. doi: 10.1534/g3.111.001644
**Supplement:** Supporting Information

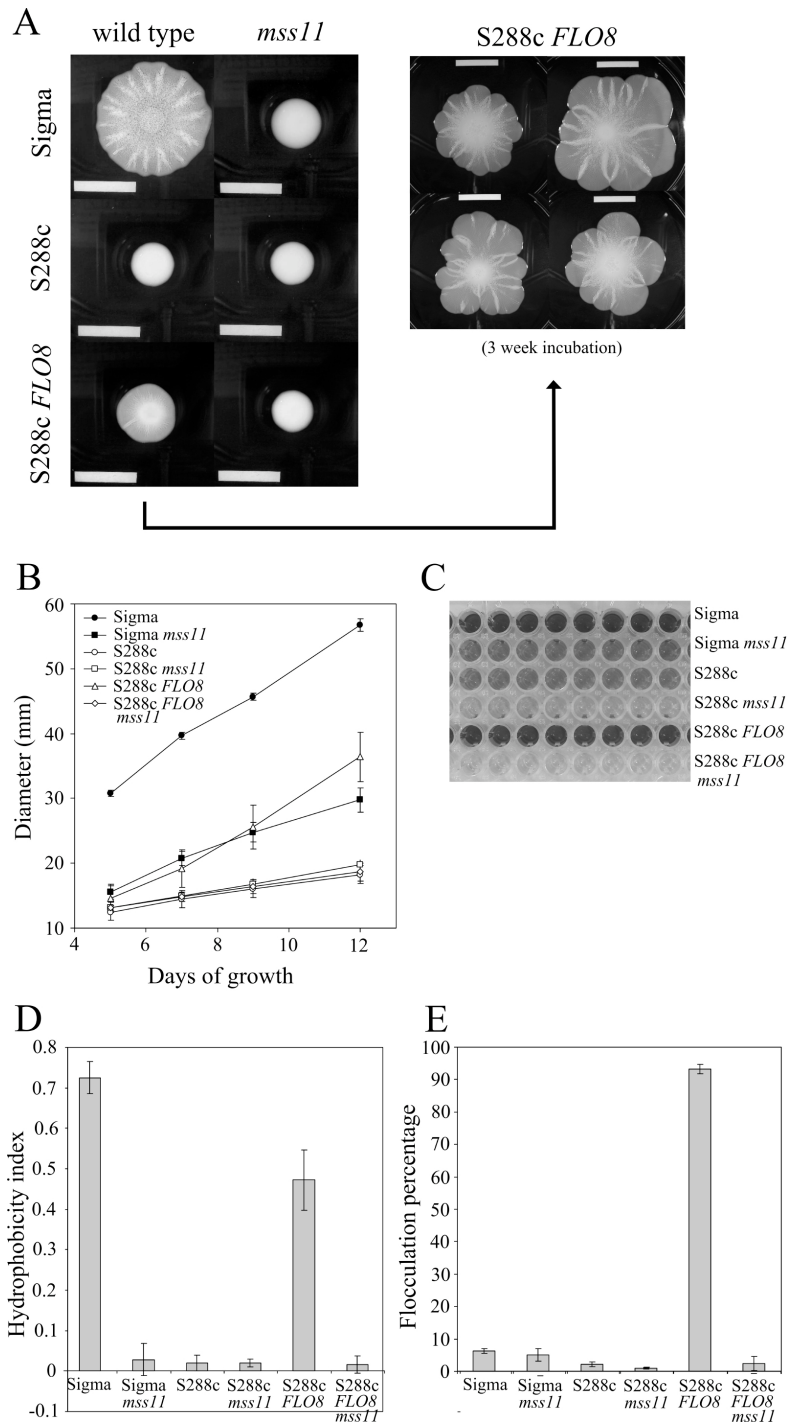

Figure S2 Adhesion phenotype analysis of strains Σ 1278b (labeled "Sigma"), S288c and S288c (FLO8) respectively. Various cell-cell and cell-substrate interactions were investigated for wild type and MSS11 deletion (*mss11*) strains. (A) "Mat" formation on 0.3% YPD agar after 9 days of growth (left panel). Strain S288c (FLO8) was further incubated for ~2 weeks to allow for fully developed "mats" (right panel). Growth was measured up to 12 days post seeding as described in Materials and Methods (B). Strains grown to stationary phase in YPD were assayed for their ability to adhere to polystyrene (C), their degree of hydrophobicity (D) and for flocculation (E).

# Supplementary material for: Many Saccharomyces cerevisiae Cell Wall Protein Encoding Genes Are Coregulated by Mss11, but Cellular Adhesion Phenotypes Appear Only Flo Protein Dependent
**Source:** G3 (Bethesda). 2012 Jan 1;2(1):131–41. doi: 10.1534/g3.111.001644
**Supplement:** Supporting Information

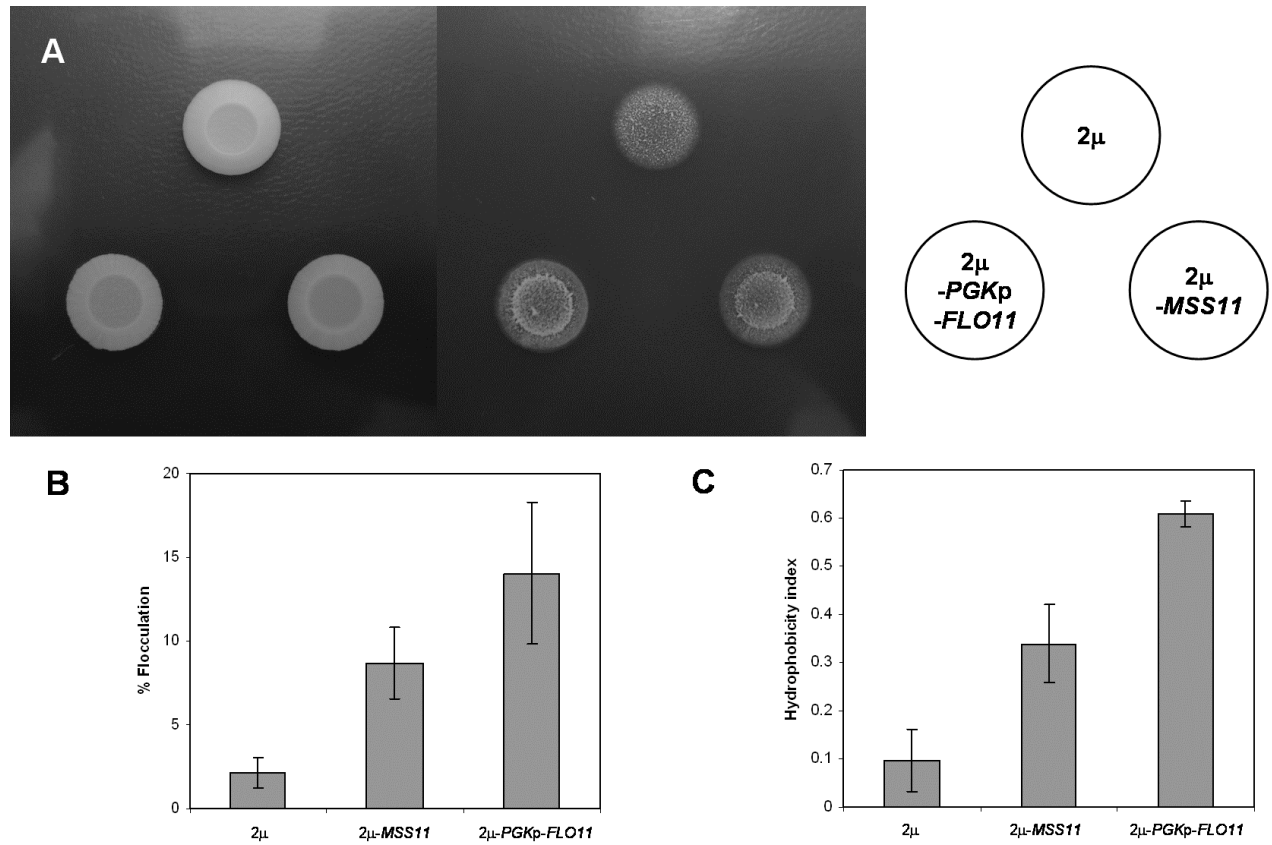

Figure S3 Adhesion phenotypes of strains either over-expressing *FLO11* or *MSS11*. Shown is (A) the ability to invade SCD agar plates following incubation of 12 days, (B) the degree of flocculent behavior and (C) outer cell hydrophobicity of transformants grown to stationary growth phase.

# Supplementary material for: Many Saccharomyces cerevisiae Cell Wall Protein Encoding Genes Are Coregulated by Mss11, but Cellular Adhesion Phenotypes Appear Only Flo Protein Dependent
**Source:** G3 (Bethesda). 2012 Jan 1;2(1):131–41. doi: 10.1534/g3.111.001644
**Supplement:** Supporting Information

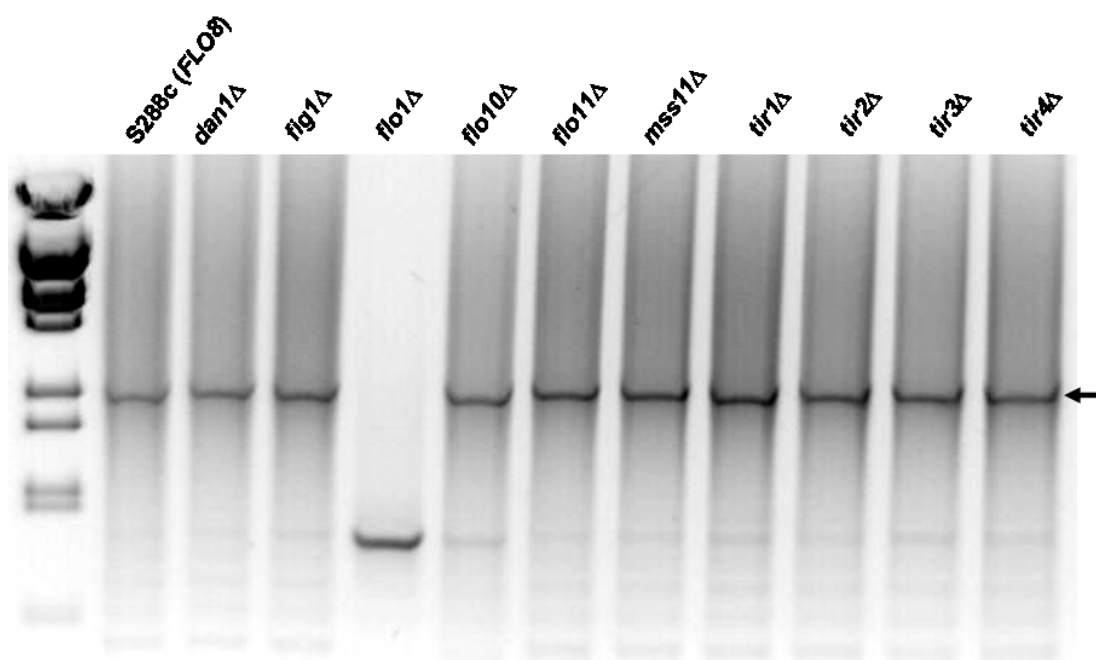

Figure S4 *FLO1* intragenic tandem repeat analysis showing repeats are of similar size in the single deletion strain set. *FLO1* repeats were PCR amplified using primers as described before (Verstrepen *et al.* 2005). DNA marker is lambda DNA digested with the restriction endo-nuclease *BstEII*.

# Supplementary material for: Many Saccharomyces cerevisiae Cell Wall Protein Encoding Genes Are Coregulated by Mss11, but Cellular Adhesion Phenotypes Appear Only Flo Protein Dependent
**Source:** G3 (Bethesda). 2012 Jan 1;2(1):131–41. doi: 10.1534/g3.111.001644
**Supplement:** Supporting Information

Table S1 Plasmids used in this study

Plasmid name	Relevant genotype	Source or reference
YEplac181	2 μ <i>LEU2</i>	(Gietz and Sugino 1988)
YEplac195	2 μ <i>URA3</i>	(Gietz and Sugino 1988)
YEplac181-MSS11	2 μ <i>LEU2 MSS11</i>	(Gagiano <i>et al.</i> 1999a)
YEplac181-PGKp-MUC1	2 μ <i>LEU2 PGK1promoter FLO11</i>	this lab
YEplac195-MSS11	2 μ <i>URA3 MSS11</i>	(Gagiano <i>et al.</i> 1999b)

# Supplementary material for: Many Saccharomyces cerevisiae Cell Wall Protein Encoding Genes Are Coregulated by Mss11, but Cellular Adhesion Phenotypes Appear Only Flo Protein Dependent
**Source:** G3 (Bethesda). 2012 Jan 1;2(1):131–41. doi: 10.1534/g3.111.001644
**Supplement:** Supporting Information

Table S3 Primers used for the PCR amplification of gene disruption cassettes

Primer name	Primer sequence (5'→3')
AQY2kanMX4-F	CTTTCATTAACGAATTAGAGCGC
AQY2kanMX4-R	TCAAAGCCATGTGAGCCATG
DAN1kanMX4-F	CTCCGTAGACGCTCCTCTGAA
DAN1kanMX4-R	TGTTAAGCTGTCTGCAATAAGGAAT
FIG1kanMX4-F	GATGGTTTCATGTATGTGTCAGTTAAA
FIG1kanMX4-R	GTCGCTCATCAAGGTGACAGTAA
FIG2kanMX4-F	GGTACATGGTGCTTTCCTTATGC
FIG2kanMX4-R	GCCTTGATTGCAGAGGTTGTG
FLO1-Fp-Conf	CGATAGGGAGGCATCATGGTACTACCG
FLO1-Rp-Conf	AAGAAGCGCAAGAATTATCATTTAGTCAAT
FLO10-F	AAATGGGCTCCTGCCTGAAT
FLO10-R	CTAGCTCATCCGTTGCCGCT
HPF1(YOL155c)kanMX4-F	GCAGAAGTGCCCGTAGGAGA
NCA3kanMX4-F	GTGGCAAAGCGGACAGCT
NCA3kanMX4-R	CCGTAATGCAGAGTACACCTTGA
TIR1kanMX4-F	GAACTGCGTTTGTATGCAACTGT
TIR1kanMX4-R	GTATCCAACAGACAGTAGTGCCAAC
tir2kof	GCTGAGCATCATGTGAGTAA
tir2kor	ATGTGGGCAGGAAGACATGC
tir3kof	GCCCTAGAATGGATTGCAGA
tir3kor	TGCTCTTGCTCGAACATTCC
TIR4kanMX4-F	GCATTTCTAACAAGTAGGATAGTCCAA
TIR4kanMX4-R	GATGATGCTAGGATAGGCACCTT

# Supplementary material for: Many Saccharomyces cerevisiae Cell Wall Protein Encoding Genes Are Coregulated by Mss11, but Cellular Adhesion Phenotypes Appear Only Flo Protein Dependent
**Source:** G3 (Bethesda). 2012 Jan 1;2(1):131–41. doi: 10.1534/g3.111.001644
**Supplement:** Supporting Information

Table S4 Primers and hydrolysis probes used for qPCR analysis

Primer/probe name	Primer/probe sequence (5'→3')	Modifications
FLO9-F (TaqmanMGB)	TGTACAATAAAAGCCCCAAAATG	none
FLO9-R (TaqmanMGB)	GCAATGTGACGATGGCTAGTAGTAA	none
FLO9-probe	CTCTGGCACATTATT	NED dye (5'), Minor Groove Binder (3')
AQY2-F-(rt-PCR)	GGACCCGACCGGTGTTG	none
AQY2-R-(rt-PCR)	TTAAAACGCGAATGCTTCGTT	none
DAN1-F-(rt-PCR)	GCTTCCAGGCTTGCATAAGA	none
DAN1-R-(rt-PCR)	TCGCCACCGGCAAAAA	none
DAN4-F-(rt-PCR)	GCCACTACATCGAACAATGCA	none
DAN4-R-(rt-PCR)	GGCACCCGCAGAGCAA	none
FIG1-F-(rt-PCR)	TCCCTTATACAGAGACTTGGAAATTCA	none
FIG1-R-(rt-PCR)	AATTGGGCTAACTTCAAAATGTTCA	none
FIG2-F-(rt-PCR)	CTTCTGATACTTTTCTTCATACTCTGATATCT	none
FIG2-R-(rt-PCR)	TGTCCTATGAGGTTGTGCAGTTG	none
FLO11-F-(QRT-PCR)	CCTCCGAAGGAAGTAGCTGTAATT	none
FLO11-R-(QRT-PCR)	AGTCACATCCAAAGTATACTGCATGAT	none
HPF1(YIL169c)-F-(rt-PCR)	CTAAGGACATACACTACTGCCACTGGT	none
HPF1(YIL169c)-R-(rt-PCR)	ACTAGTTGCGTGACGGTTGAAGTAG	none
HPF1(YOL155c)-F-(rt-PCR)	CGGTTCATCTTCTGCCACAGA	none
HPF1(YOL155c)-R-(rt-PCR)	GTTTCATCTTCTGCCACAGAATCAG	none
NCA3-F-(rt-PCR)	TGGTGGATGGGCCTCTGT	none
NCA3-R-(rt-PCR)	GACATTCCAGGTTACATGCA	none
PDA1-F-QRT-PCR	GGAATTTGCCCGTCGTGT	none
PDA1-R-QRT-PCR	GCGGCGGTACCCATACC	none
TIR1-F-(rt-PCR)	TCCAAGCTACCAAGGCTGTTC	none
TIR1-R-(rt-PCR)	ACCCATACCAACAAAGGCCTTA	none
TIR2-F-qPCR	CTGCCCAAACCTCAGGAAGAAA	none
TIR2-R-qPCR	CTTGCAAGTTGACTTAACGTCAT	none
TIR3-F-(QRT-PCR)	TTTGACGCTATTTTGGCTGATG	none

TIR3-R-(QRT-PCR)	TCTGGATTATTCATTGCCAAGGA	none
TIR4-F-(rt-PCR)	TGCCGACTACATCACCTATCC	none
TIR4-R-(rt-PCR)	GGCATTTGGTCCAAGGAAAA	none

# Supplementary material for: Many Saccharomyces cerevisiae Cell Wall Protein Encoding Genes Are Coregulated by Mss11, but Cellular Adhesion Phenotypes Appear Only Flo Protein Dependent
**Source:** G3 (Bethesda). 2012 Jan 1;2(1):131–41. doi: 10.1534/g3.111.001644
**Supplement:** Supporting Information

Table S7 GO enrichment analysis of genes significantly regulated in response to *FLO11* over-expression in Σ 1278b (indicated as Σ 1278b *FLO11*) using the online application FunSpec ($p < 0.0001$; (Robinson *et al.* 2002). Shown is the number of genes identified to group in each category.

GO Term	GO ID	Sigma <i>FLO11</i> +
branched chain family amino acid catabolic process	GO:0009083	4
catalytic activity	GO:0003824	24
cellular aromatic compound metabolic process	GO:0006725	8
metabolic process	GO:0008152	21
organic acid metabolic process	GO:0006082	9
response to temperature stimulus	GO:0009266	5
transmembrane transport	GO:0055085	22
transporter activity	GO:0005215	13

REFERENCES

- Bester, M. C., I. S. Pretorius and F. F. Bauer, 2006 The regulation of *Saccharomyces cerevisiae* *FLO* gene expression and Ca^{2+} -dependent flocculation by Flo8p and Mss11p. *Curr Genet* **49**: 375-383.
- Brachmann, C. B., A. Davies, G. J. Cost, E. Caputo, J. Li *et al.*, 1998 Designer deletion strains derived from *Saccharomyces cerevisiae* S288C: a useful set of strains and plasmids for PCR-mediated gene disruption and other applications. *Yeast* **14**: 115-132.
- Gagiano, M., D. Van Dyk, F. F. Bauer, M. G. Lambrechts and I. S. Pretorius, 1999a Divergent regulation of the evolutionarily closely related promoters of the *Saccharomyces cerevisiae* *STA2* and *MUC1* genes. *J Bacteriol* **181**: 6497-6508.
- Gagiano, M., D. van Dyk, F. F. Bauer, M. G. Lambrechts and I. S. Pretorius, 1999b Msn1p/Mss10p, Mss11p and Muc1p/Flo11p are part of a signal transduction pathway downstream of Mep2p regulating invasive growth and pseudohyphal differentiation in *Saccharomyces cerevisiae*. *Mol Microbiol* **31**: 103-116.
- Gietz, R. D., and A. Sugino, 1988 New yeast-*Escherichia coli* shuttle vectors constructed with in vitro mutagenized yeast genes lacking six-base pair restriction sites. *Gene* **74**: 527-534.
- Robinson, M. D., J. Grigull, N. Mohammad and T. R. Hughes, 2002 FunSpec: a web-based cluster interpreter for yeast. *BMC Bioinformatics* **3**: 35.
- van Dyk, D., I. S. Pretorius and F. F. Bauer, 2005 Mss11p is a central element of the regulatory network that controls *FLO11* expression and invasive growth in *Saccharomyces cerevisiae*. *Genetics* **169**: 91-106.
- Verstrepen, K. J., A. Jansen, F. Lewitter and G. R. Fink, 2005 Intragenic tandem repeats generate functional variability. *Nat Genet* **37**: 986-990.

How the deposited data were processed for this re-analysis (not part of the article)

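The data are values from 16 Affymetrix Yeast Genome 2.0 arrays, 2 per condition, of S288c with the empty vector or 2μ-*MSS11* and of Σ1278b with the empty vector (2 separate sets), with 2μ-*MSS11*, as *mss11*, and titled *FLO8* overexpressed or *flo8* deleted. The authors read the arrays with GCOS 1.4, corrected the background and normalized between arrays, and the deposited unit is intensity on a linear scale; the methods name RMA and the submitters' notes name GCRMA, without versions. Whether the values of the 3 sets of arrays with different lowest intensities were normalized together is not stated. Conditions were taken from the titles and source names. The arrays titled *FLO8* overexpressed and *flo8* deleted carry plasmid labels that contradict the titles, and are named by title here.

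Intensities were put on the log2 scale with a floor of 1. Of 10928 probe sets, 166 are controls and 1747 are named for another organism's genes; the 5498 annotated to 5449 *S. cerevisiae* genes were tested. Differences were tested with limma 3.58.1 in R 4.3.3: one mean per condition over all 16 arrays (8 residual and 1.50 prior degrees of freedom), empirical Bayes moderation, and Benjamini-Hochberg adjustment, with a threshold of 0.05. The comparisons were 2μ-*MSS11* against the wild type in each strain, *mss11* against its wild type, the difference between the strains' responses to 2μ-*MSS11*, *FLO8* overexpression and *flo8* deletion by title against wild type b, the wild-type sets of Σ1278b against each other, and the wild types of both strains. Overlaps were tested by one-sided Fisher's exact tests, and the correlation that shared wild-type arrays give to changes was taken from 100 simulations of unchanged strains. Leaving out 1 array in turn was tried throughout.

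Lists of genes were tested with limma's camera, with a preset correlation of 0.01 and with an estimated one, and by counts over all probe sets tested or adjusted over the list alone. The lists named in the text are the flocculin and Srp1/Tip1 families, hexose transporters, **a**-specific and α-specific genes, pheromone response, regulators of filamentous growth, methionine and sulfur genes, ribosome biogenesis, glucose-repressed and stress genes. Some were chosen knowing genes of the paper's tables. Of 28 lists, 27 had a measured gene; with the preset correlation, 8 were higher and 8 lower in S288c with 2μ-*MSS11*, 8 and 2 in Σ1278b, and 4 and 6 in *mss11*, and with an estimated correlation 0, 0 and 1 passed, the last being the regulators of filamentous growth with *MSS11* among them. The genes named are those the paper names from the arrays, per comparison the 10 with the largest change in each direction among those past the test whose arrays do not overlap, and up to 4 members of each list described. Values in the paper's Table S5 had been seen when that rule was written. *TMA10*, *ACH1*, *RMI1*, *GIS1*, *GRX1* and *SDH3*, higher in both strains, and *PRM2*, *YAL065C*, *YNL194C* and *PDR18*, which differ between the strains, were chosen after their values were seen.

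In data simulated with known changes of 1, 2 and 4 on the log2 scale in 200 probe sets, 135, 188 and 200 were recovered for S288c and 129, 181 and 198 for Σ1278b. These simulations give every condition the same spread. In 20 simulations with no change and the spread of each condition, the test called a median of 1218 probe sets in S288c with 2μ-*MSS11*. A setting with weights per condition (limma's arrayWeights with groups of arrays) was therefore added after the data were examined. It gives all probe sets of a condition the same weight. Alternatives chosen before were no organism filter, a filter on dim probe sets (log2 5 on 2 arrays, leaving 5244), fits on fewer arrays, quantile normalization, median centring, an intensity trend, robust moderation, a replicate block, a log2 change of at least 1, other wild-type controls and each array left out. With 2 arrays per condition, precision is limited. The paper cites a further series, which is not analysed here.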

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

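The tests of *LYS2*, of repression by Mss11, of the spread in S288c, of a larger response and of the wild-type sets, the weights per condition, and the comparison of mating-type genes between the strains were chosen after the result was seen.

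*ASG7* and *BAR1*, genes of **a** cells, had log2 changes of -5.15 (adjusted p = 0.0162) and -3.72 (adjusted p = 0.0316) with 2μ-*MSS11* in S288c, a strain the paper lists as MATα. They had adjusted p = 0.0403 and 0.204 with weights per condition, under which 1 of 7 **a**-specific genes fell. Neither passed without wild type replicate 1 (adjusted p = 0.0702 and 0.117) or 2 (adjusted p = 0.0948 and 0.140), and the changes were -2.68 and -1.62 without 2μ-*MSS11* replicate 2 and, for *BAR1*, -5.82 without replicate 1. If MATa cells were present among the S288c wild-type cultures, the other **a**-specific genes should be lower with 2μ-*MSS11* too, and the median log2 change of *MFA1*, *MFA2*, *STE2*, *STE6* and *AGA2* was -4.07; this is in line with such cells but was measured on the same cultures. MATa cells carrying *LYS2* are argued against by the low mean log2 level of *LYS2* in the S288c wild type, 2.03. Repression by Mss11 stays open and cannot be told apart from a difference in the share of MATa cells: the array with more *MSS11* had **a**-specific genes higher by 5.14 in the median than the other, and 2 arrays cannot settle it.

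The values of both strains differ from the mating type that the paper lists. Its Σ1278b parent is listed as MATa, and in the Σ1278b wild-type replicates the median log2 intensity of the **a**-specific genes was 2.73 and 2.76 and that of the α-specific genes 12.94 and 12.92. In the S288c wild-type replicates these were 10.94 and 11.11, and 14.78 and 14.91, so both groups were high. All 7 **a**-specific genes were higher in the S288c than in the Σ1278b wild type, with a median log2 difference of 8.72. Which mating types were grown was not tested.

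More probe sets changed with 2μ-*MSS11* in S288c than in Σ1278b, and the difference itself was called for 875. With weights per condition the order turned round, with 22 in S288c and 480 in Σ1278b. Spread between the S288c replicates under a variance pooled over conditions is a candidate explanation, since simulated data with no change gave a median of 1218 calls in S288c. A larger response to *MSS11* in S288c cannot be told apart from it: with weights per condition, 7 probe sets differed between the strains, *FIG1*, *PRM3*, *PRM2*, *YAL065C*, *YNL194C*, *BSC1* and *PDR18*. The number was 234 to 3673 with 1 array left out, and 64.6% of the 875 were higher in S288c, against 52.7% after quantile normalization and 54.4% after median centring.

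The 2 sets of Σ1278b wild-type arrays differed in 4560 of 5498 probe sets, of which 4401 were higher in wild type b. A difference in scale between the sets of arrays is argued against as the whole cause, as 830 differed after quantile normalization. The drop from 4560 to 830 goes with scale as a large part of it. A difference in growth or in batch between the cultures stays open, but the median log2 difference of 1.21 is also what a difference in scale would give. Growth or batch cannot be told apart from the authors' processing, since no other array links the sets. No biological explanation was tested.

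The change with 2μ-*MSS11* was tested for a difference between the strains, S288c minus Σ1278b, in each measured gene that the paper names from the arrays. The difference of *FLO1* is an upper limit and that of *YHR213W-A* a lower limit, and those of *DAN1*, *YMR317W* and *FIG1* are not bounded, as a level in one or both strains lies under the signal of the deleted *MSS11*. The log2 difference was -1.67 for *MSS11* (adjusted p = 0.0296), 4.06 for *FLO1* (adjusted p = 0.00194), 1.61 for *FLO9* (adjusted p = 0.00944) and 2.48 for *FLO11* (adjusted p = 0.0429). It was 3.40 for *TIR1*, -2.31 for *TIR2* and 3.34 for *DAN1*. It was 5.52 for *NCA3*, 2.50 for *PRM7*, 3.47 for *YMR317W*, 4.98 for *YHR213W-A*, -1.66 for *NCE103*, 4.53 for *HXT2* and 2.60 for *HXT7*. *FIG1* and *FIG2*, which act in mating, had differences of -4.28 (adjusted p = 0.00180) and -2.62 (adjusted p = 0.0246). With weights per condition, *FIG1* kept its call (adjusted p = 0.000192), and the other genes given so far had adjusted p from 0.0930 to 0.692. No difference between the strains was called for *FLO10* (adjusted p = 0.239), *TIR3* (0.242), *TIR4* (0.520), *DAN4* (0.230), *ISF1* (0.177), *YHR213W* (0.0787), *YAL064W-B* (0.136), *ECM34* (0.515), *HMS1* (0.433) and *HXT4* (0.0578), and *FLO5* and *HXT6* have no probe set of their own.

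In the arrays titled *flo8* deleted, which the paper does not analyse, 22 probe sets changed against wild type b, and *FLO11* had a log2 change of -8.29 (adjusted p = 0.000117). The number was 870 with weights per condition, 10 against all 4 wild-type arrays and 4592 against the wild type without b. In those titled *FLO8* overexpressed 3 changed, *EGO4*, *SPG4* and *YFL064C*, and in these settings 253, 1 and 4556. The count for the former was 41 without *flo8* deleted replicate 1 and 7 without any other of its 4 arrays, and that for the latter was 0 without wild type b replicate 1 or 2 (52 or fewer at an unadjusted p under 0.05) and 1 without *FLO8* overexpressed replicate 1 or 2.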

How the results depend on the processing

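The weights per condition and the count without mating lists were chosen after the data were examined; the other settings were chosen before. The number of arrays, 2 per condition, limits the precision of each value, and the signal over background of single probe sets was not measured apart from the dim filter. Opposite changes in Σ1278b count only probe sets higher with 2μ-*MSS11* and lower in *mss11*. The reverse held for 1 more, *IME1*. Values with another Σ1278b wild-type set as control carry the difference of each gene between these sets, whose median was 1.21 on the log2 scale. Counts were 927 for 2μ-*MSS11* in S288c; 287 for 2μ-*MSS11* in Σ1278b; 7 for *mss11* in Σ1278b; 22 for higher in both overexpression strains; 4 for opposite changes in Σ1278b; 875 for difference between strains; 3 for *FLO8* overexpression; 22 for *flo8* deletion; 4560 for both Σ1278b wild-type sets; 3290 for S288c against Σ1278b wild type. With all probe sets except controls, they were 617 (2μ-*MSS11* in S288c), 0 (*FLO8* overexpression), 6 (*flo8* deletion), 9737 (both Σ1278b wild-type sets), 6606 (S288c against Σ1278b wild type). With only the arrays compared, they were 0 (2μ-*MSS11* in S288c), 0 (2μ-*MSS11* in Σ1278b), 0 (*mss11* in Σ1278b), 0 (higher in both overexpression strains), 0 (opposite changes in Σ1278b), 0 (difference between strains), 1 (*FLO8* overexpression), 54 (*flo8* deletion). With the 10 arrays of the paper's conditions, they were 140 (2μ-*MSS11* in S288c), 4 (2μ-*MSS11* in Σ1278b), 3 (*mss11* in Σ1278b), 2 (higher in both overexpression strains), 1 (opposite changes in Σ1278b), 55 (difference between strains). With a log2 change of at least 1, they were 266 (2μ-*MSS11* in S288c), 98 (2μ-*MSS11* in Σ1278b), 456 (difference between strains), 1761 (S288c against Σ1278b wild type). With weights per condition, they were 22 (2μ-*MSS11* in S288c), 480 (2μ-*MSS11* in Σ1278b), 7 (higher in both overexpression strains), 7 (difference between strains), 253 (*FLO8* overexpression), 870 (*flo8* deletion). With all 4 wild-type arrays, they were 44 (2μ-*MSS11* in Σ1278b), 8 (higher in both overexpression strains), 1 (opposite changes in Σ1278b), 41 (difference between strains), 1 (*FLO8* overexpression), 10 (*flo8* deletion). With wild type b as control, they were 4495 (2μ-*MSS11* in Σ1278b), 4682 (*mss11* in Σ1278b), 3934 (difference between strains). With the deletion set against wild type b, they were 40 (opposite changes in Σ1278b). Under quantile normalization, they were 0 (*FLO8* overexpression), 10 (*flo8* deletion), 830 (both Σ1278b wild-type sets). Under replicate block, they were 1 (*FLO8* overexpression). With wild type without b as control, they were 4556 (*FLO8* overexpression), 4592 (*flo8* deletion). Under median centring, they were 1458 (both Σ1278b wild-type sets). The counts of 0 with only the arrays compared, by limma, stood beside 375 (2μ-*MSS11* in S288c), 1187 (2μ-*MSS11* in Σ1278b), 331 (*mss11* in Σ1278b), 880 (difference between strains) at an unadjusted p under 0.05. Where nothing changed, that threshold gives a share of 0.05 of the tested probe sets on average. The setting with only the arrays compared leaves fewer residual degrees of freedom. *FLO8* overexpression had 0 by limma with all probe sets except controls (109 unadjusted), quantile normalization (68 unadjusted), without Σ1278b wild type b replicate 1 (49 unadjusted), without Σ1278b wild type b replicate 2 (52 unadjusted). Leaving out 1 array in turn, with the lone array of its condition assumed to vary like the other conditions, gave 298 to 3780 (2μ-*MSS11* in S288c), 23 to 640 (2μ-*MSS11* in Σ1278b), 3 to 17 (*mss11* in Σ1278b), 3 to 31 (higher in both overexpression strains), 1 to 3 (opposite changes in Σ1278b), 234 to 3673 (difference between strains), 0 to 1 (*FLO8* overexpression), 7 to 41 (*flo8* deletion), 4141 to 4393 (both Σ1278b wild-type sets), 2611 to 2897 (S288c against Σ1278b wild type). Equal replicate numbers do not mark shared cultures, and the correlation of same-numbered deviations ran from -0.41 to 0.26; with the replicate block the counts were 774 (2μ-*MSS11* in S288c), 246 (2μ-*MSS11* in Σ1278b), 7 (*mss11* in Σ1278b), 20 (higher in both overexpression strains), 3 (opposite changes in Σ1278b), 729 (difference between strains), 1 (*FLO8* overexpression), 20 (*flo8* deletion), 4530 (both Σ1278b wild-type sets), 3241 (S288c against Σ1278b wild type). Of 2516 pairs of a named gene value and an alternative, 1151 kept a call, 489 lost one, 785 stayed uncalled, 31 gained one, and 3 called and 57 uncalled values changed sign. Sign changes with wild type b as control were, with 2μ-*MSS11* in Σ1278b, FLO10 -0.18, TIR1 -0.56, TIR4 -0.035, FIG2 at -1.18, YAL064W-B at -0.012, NCE103 -0.69, HXT2 -1.22, PAU24 1.23, CWP1 -3.98; with *mss11*, FLO1 0.25, FLO9 0.062, TIR1 -1.21, DAN1 0.090, NCA3 -0.18, YHR213W 0.091, YAL064W-B at -0.016, LEU2 -0.0060. Sign changes with all 4 wild-type arrays were, with 2μ-*MSS11* in Σ1278b, FIG2 at -0.50, YAL064W-B at -0.0038, HXT2 -0.18, PAU24 0.50, CWP1 -1.97; with *mss11*, FLO1 0.12, TIR1 -0.58, DAN1 0.045, YHR213W 0.042, YAL064W-B at -0.0077. Sign changes under quantile normalization were, with 2μ-*MSS11* in Σ1278b, TIP1 0.014, CWP2 0.022; with *mss11*, FIG1 at -0.0040, YAL064W-B at -0.0022. Sign changes under median centring were, with 2μ-*MSS11* in Σ1278b, CWP2 0.0023; with *mss11*, FLO1 0.044, DAN1 0.060, YHR213W 0.053. Sign changes with wild type without b as control were, with *flo8* deletion, YAP6 0.20. With single arrays left out, the sign turned in these ranges, with 2μ-*MSS11* in S288c, DAN4 -0.76 to 0.39, NCE103 -0.78 to 0.45, PAU23 -0.33 to 0.29, CWP1 -0.72 to 1.54, CWP2 -0.074 to 0.017; with 2μ-*MSS11* in Σ1278b, TIP1 -0.14 to 0.049, CWP1 -0.50 to 0.58, CWP2 -0.095 to 0.019; with *mss11*, FLO9 -0.45 to 0.14, FLO10 -0.63 to 0.018, TIR1 -0.0073 to 0.11, DAN1 -0.0059 to 0.0050, DAN4 -0.50 to 0.13, FIG1 at -0.0025 to 0.012, YMR317W -0.00036 to 0.0025, YHR213W -0.022 to 0.0065, YAL064W-B at -0.00056 to 0.0013, NCE103 -0.37 to 0.092. The cause was not tested.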

Differences from the paper's values

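The weights per condition, the tally on natural logs and the pairing of Table S5 entries with probe sets were chosen after the values were seen. In that pairing the larger of the 2 FLO1 entries was set beside the *FLO1* probe set, the entries of YAL064W-B and FLO5, which carry the value of the shared probe set, and PRM7, with a pair of probe sets, were left out. The paper states the same threshold, a Benjamini-Hochberg adjusted p under 0.05, on RMA values from 3 cultures per strain, against 2 arrays per condition here. The processing notes of the values used here name GCRMA. Whether that accounts for the differences below was not tested. The weights per condition reach none of the paper's counts that differ below.

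The paper's count of genes changed for S288c with 2μ-*MSS11* is 77 and the count of probe sets here was 927; no alternative set before the data were examined lay within 1.5 times of the paper's. The paper's count of genes lower for S288c with 2μ-*MSS11* is 20 and the count of probe sets here was 528; no alternative set before the data were examined lay within 1.5 times of the paper's. The paper's count of genes higher for S288c with 2μ-*MSS11* is 57 and the count of probe sets here was 399; of the alternatives set before the data were examined, those within 1.5 times of the paper's were 10 arrays of the paper's conditions, and the others were not. The paper's count of genes changed for Σ1278b with 2μ-*MSS11* is 26 and the count of probe sets here was 287; of the alternatives set before the data were examined, those within 1.5 times of the paper's were without Σ1278b wild type replicate 1 and without Σ1278b 2μ-*MSS11* replicate 2, and the others were not. The paper's count of genes lower for Σ1278b with 2μ-*MSS11* is 2 and the count of probe sets here was 229; no alternative set before the data were examined lay within 1.5 times of the paper's. The paper's count of genes higher for Σ1278b with 2μ-*MSS11* is 24 and the count of probe sets here was 58; of the alternatives set before the data were examined, those within 1.5 times of the paper's were log2 change of at least 1 and without Σ1278b 2μ-*MSS11* replicate 1, and the others were not. The paper's count of genes higher in both strains for both strains with 2μ-*MSS11* is 12 and the count of probe sets here was 22; of the alternatives set before the data were examined, those within 1.5 times of the paper's were log2 change of at least 1, all 4 wild-type arrays, without Σ1278b 2μ-*MSS11* replicate 1, without S288c wild type replicate 1 and without S288c wild type replicate 2, and the others were not.

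Table S5 as read here holds 76 of the paper's 77 entries for S288c, 26 for overexpression and 7 for deletion in Σ1278b. Of those with 1 probe set of their own here, 58 of 61, 15 of 20 and 5 of 7 passed the test in the paper's direction. With the weights per condition, chosen after the values were seen, these were 12, 14 and 5.

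The paper's Table S5 values were mostly smaller than those here, in 56, 18 and 6 of these genes, with median ratios of the paper's value to the log2 change here of 0.729, 0.765 and 0.729. Within 1 SD between arrays lay 31, 8 and 1 genes on the log2 scale and 49, 12 and 4 after a change of the values here to natural logs, so neither base matches them all. Of 37 values of genes the text names, 24 differed by more than the SD between arrays (the root of the summed variances of both conditions). Among these is YMR317W in Σ1278b, whose value here is a lower limit and smaller than the paper's, so its difference is not established.

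The paper's values in Table S5 for S288c with 2μ-*MSS11* and the log2 changes here differed by more than the SD for the following genes. No alternative set before the data were examined brought YHR213W-A (3.876 in the paper, 6.67 here) and NCA3 (4.818 in the paper, 8.64 here) within the SD. ISF1 (1.898 in the paper, 2.78 here), TIR3 (3.23 in the paper, 4.47 here) and FLO11 (4.991 in the paper, 6.29 here) came within it without S288c 2μ-*MSS11* replicate 2, and with no other of those alternatives. HXT7 (2.47 in the paper, 3.37 here) came within it without S288c wild type replicate 1 and without S288c 2μ-*MSS11* replicate 1, and with no other of those alternatives. HXT4 (2.966 in the paper, 3.81 here) came within it without S288c wild type replicate 1, and with no other of those alternatives. MSS11 (3.172 in the paper, 3.95 here) came within it without S288c 2μ-*MSS11* replicate 1, and with no other of those alternatives. HXT2 (3.319 in the paper, 5.39 here) came within it without S288c wild type replicate 1 and without S288c 2μ-*MSS11* replicate 2, and with no other of those alternatives. The paper's values in Table S5 for Σ1278b with 2μ-*MSS11* and the log2 changes here differed by more than the SD for the following genes. No alternative set before the data were examined brought YHR213W (2.452 in the paper, 2.88 here) and TIR2 (4.497 in the paper, 6.64 here) within the SD. NCE103 (0.916 in the paper, 1.49 here) came within it without Σ1278b wild type replicate 2, and with no other of those alternatives. HMS1 (1.204 in the paper, 1.99 here) came within it with all 4 wild-type arrays, and with no other of those alternatives. YMR317W (1.321 in the paper, 0.84 here) came within it with wild type b as control and without Σ1278b 2μ-*MSS11* replicate 1, and with no other of those alternatives. Its value here is a lower limit from a background level, so the larger value in the paper is not an established difference. ECM34 (1.571 in the paper, 2.92 here) came within it without Σ1278b wild type replicate 1 and without Σ1278b 2μ-*MSS11* replicate 2, and with no other of those alternatives. FLO1 (2.206 in the paper, 2.67 here) came within it without Σ1278b 2μ-*MSS11* replicate 2, and with no other of those alternatives. NCA3 (2.229 in the paper, 3.12 here) came within it with wild type b as control, and with no other of those alternatives. FLO11 (2.49 in the paper, 3.82 here) came within it with all 4 wild-type arrays and without Σ1278b wild type replicate 2, and with no other of those alternatives. TIR3 (2.586 in the paper, 2.99 here) came within it with all 4 wild-type arrays, without Σ1278b wild type replicate 2 and without Σ1278b 2μ-*MSS11* replicate 2, and with no other of those alternatives. MSS11 (4.329 in the paper, 5.62 here) came within it with all 4 wild-type arrays and wild type b as control, and with no other of those alternatives. The paper's values in Table S5 for Σ1278b *mss11* and the log2 changes here differed by more than the SD for the following genes. No alternative set before the data were examined brought MSS11 (-2.962 in the paper, -4.90 here) and HMS1 (-2.426 in the paper, -3.59 here) within the SD. FLO11 (-3.171 in the paper, -4.35 here) came within it without Σ1278b wild type replicate 1, and with no other of those alternatives. TIR3 (-1.683 in the paper, -3.04 here) came within it without Σ1278b *mss11* replicate 1, and with no other of those alternatives. For S288c with 2μ-*MSS11*, the paper's text and the log2 changes here differed by more than the SD for the following genes. MSS11 (3.2 in the paper, 3.95 here) came within it without S288c 2μ-*MSS11* replicate 1, and with no other of those alternatives. HXT2 (3.3 in the paper, 5.39 here) came within it without S288c wild type replicate 1 and without S288c 2μ-*MSS11* replicate 2, and with no other of those alternatives. HXT4 (3 in the paper, 3.81 here) came within it without S288c wild type replicate 1, and with no other of those alternatives. HXT7 (2.5 in the paper, 3.37 here) came within it without S288c wild type replicate 1 and without S288c 2μ-*MSS11* replicate 1, and with no other of those alternatives. For Σ1278b with 2μ-*MSS11*, the paper's text and the log2 changes here differed by more than the SD for the following genes. MSS11 (4.3 in the paper, 5.62 here) came within it with all 4 wild-type arrays and wild type b as control, and with no other of those alternatives. On natural logs, a scale chosen after the values were seen, 14 of the 37 values differed from Table S5. That scale brought 16 of the 24 within the SD: in S288c with 2μ-*MSS11*, ISF1, HXT7, HXT4, MSS11, TIR3, HXT2 and YHR213W-A; in Σ1278b with 2μ-*MSS11*, NCE103, HMS1, ECM34, NCA3, FLO11 and TIR2; in *mss11*, FLO11, HMS1 and TIR3. It took 6 others outside it: in S288c with 2μ-*MSS11*, FLO9, TIR2 and FLO1; in Σ1278b with 2μ-*MSS11*, FLO9, TIR4 and ISF1.

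Of the genes in Table S5, GAL10 (log2 change -0.49, adjusted p = 0.0856, S288c with 2μ-*MSS11*), SPO19 (log2 change -0.0014, adjusted p = 0.995, S288c with 2μ-*MSS11*), HEM13 (log2 change 1.59, adjusted p = 0.057, S288c with 2μ-*MSS11*), RTA1 (log2 change 1.96, adjusted p = 0.107, Σ1278b with 2μ-*MSS11*), YMR317W (log2 change 0.84, adjusted p = 0.425, Σ1278b with 2μ-*MSS11*), YHR213W-A (log2 change 1.70, adjusted p = 0.0706, Σ1278b with 2μ-*MSS11*), ATO2 (log2 change 1.89, adjusted p = 0.0756, Σ1278b with 2μ-*MSS11*), TIR4 (log2 change 1.19, adjusted p = 0.119, Σ1278b with 2μ-*MSS11*), TIR3 (log2 change -3.04, adjusted p = 0.236, Σ1278b *mss11*), ECM34 (log2 change -2.04, adjusted p = 0.811, Σ1278b *mss11*) did not pass limma's test here. Only the following of these genes passed it under other settings. A fit without 1 array leaves a lone array in its condition, taken to vary like the other conditions. A pass there sets aside how far the replicates lay apart. GAL10 passed in S288c with 2μ-*MSS11* without S288c 2μ-*MSS11* replicate 1 (log2 change -0.86). HEM13 did in S288c with 2μ-*MSS11* without S288c 2μ-*MSS11* replicate 1 (log2 change 2.66) and without S288c 2μ-*MSS11* replicate 2 (log2 change 0.53). RTA1 did in Σ1278b with 2μ-*MSS11* with wild type b as control (adjusted p = 0.0127) and without Σ1278b wild type replicate 2 (log2 change 2.65). YHR213W-A did in Σ1278b with 2μ-*MSS11* with wild type b as control (adjusted p = 0.00312) and with weights per condition (chosen after the values were seen; it drops 2 of the paper's entries called here) (adjusted p = 0.0461). ATO2 did in Σ1278b with 2μ-*MSS11* with wild type b as control (adjusted p = 0.00334). TIR3 did in Σ1278b *mss11* with all 4 wild-type arrays (adjusted p = 0.0492) and with wild type b as control (adjusted p = 9.52e-05). The paper names *ECM34* and *TIR3* among the genes higher with overexpression and lower in the deletion in Σ1278b. In that direction MSS11, FLO11, HMS1 and YAP6 passed both tests here, and IME1 passed both in the reverse direction.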

Other observations

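The weights per condition and the overlap of the genes lower in *mss11* and in the arrays titled *flo8* deleted were chosen after the result was seen.

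With 2μ-*MSS11* in S288c, calls for genes of the pheromone response and of methionine and sulfur metabolism rest mostly on a variance pooled over conditions, under which simulated data with no change gave a median of 1218 calls. Of 25 pheromone response genes, 21 fell and none rose (23 when adjusted over the list alone; camera adjusted p = 1.80e-14; adjusted p = 0.189 with an estimated correlation). *FIG1* fell by 4.26 (adjusted p = 0.000105) and *FIG2* fell by 2.43 (adjusted p = 0.00750), the latter with adjusted p = 0.229 with weights per condition and 0.0507 without wild type replicate 2, and it fell by 1.51 without 2μ-*MSS11* replicate 2. Of 36 methionine and sulfur genes, 18 rose and 2 fell (18 and 3 when adjusted over the list alone; camera adjusted p = 4.35e-06; adjusted p = 0.189 with an estimated correlation), among them the sulfate-assimilation gene *MET3* with a log2 change of 3.48 (2.23 without 2μ-*MSS11* replicate 2), the methionine permease gene *MUP1* with 3.07 and *MHT1* with 3.63 (adjusted p = 0.100 without wild type replicate 1; 2.05 without 2μ-*MSS11* replicate 2). With weights per condition, 3 of the pheromone response genes fell and 0 of the methionine and sulfur genes changed, with adjusted p = 0.000113 for *FIG1*, 0.216 for *MET3*, 0.218 for *MUP1* and 0.483 for *MHT1*. Both lists were chosen knowing genes of the study, so they are not independent evidence. The pheromone response genes had median log2 differences from the wild type of -1.28 and -2.59 in replicates 1 and 2 with 2μ-*MSS11*, and the **a**-specific genes of -1.47 and -6.71, so both were lower in replicate 2, and a difference in the share of MATa cells was not told apart from a response to *MSS11*. Of 4 α-specific genes, 2 fell and none rose (4 when adjusted over the list alone; camera adjusted p = 0.00487; adjusted p = 0.205 with an estimated correlation), and 0 fell with weights per condition.

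In Σ1278b with 2μ-*MSS11*, 5 of 52 ribosome biogenesis genes fell and none rose (25 when adjusted over the list alone; camera adjusted p = 2.72e-11; adjusted p = 0.607 with an estimated correlation). Of 30 glucose-repressed genes, 3 rose and 1 fell (6 and 1 when adjusted over the list alone; camera adjusted p = 1.56e-05; adjusted p = 0.162 with an estimated correlation), among them *FBP1*, which acts in gluconeogenesis, with a log2 change of at least 1.96 (adjusted p = 0.000447) from a wild-type level at background. Of 34 stress and stationary-phase genes, 1 rose (4 when adjusted over the list alone; camera adjusted p = 2.55e-08; adjusted p = 0.607 with an estimated correlation). With weights per condition, 13 ribosome biogenesis genes fell, 5 glucose-repressed genes rose and 1 fell, and 2 stress genes rose. The wild-type replicates lay apart: the median log2 intensity of the ribosome biogenesis genes was 11.81 and 11.21 in wild type replicates 1 and 2 and 11.02 and 11.01 with 2μ-*MSS11*, and that of the stress genes 9.61 and 11.23 against 11.52 and 11.53. Without wild type replicate 1, the ribosome biogenesis genes *RPA49*, *UTP5*, *CBF5* and *NSR1* had adjusted p = 0.224, 0.157, 0.158 and 0.164, and the medians of both lists lay closer to those with 2μ-*MSS11* in wild type replicate 2.

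The arrays titled *flo8* deleted and *FLO8* overexpressed are named by title, and *FLO8* had log2 intensities of 11.11 ± 0.070 (SD, n = 2) and 14.31 ± 1.99 (SD, n = 2) in them, against 11.61 ± 0.029 in wild type b. The level in the former is near that of wild type b, which goes against the title. Their plasmid label names *FLO8*, which also goes against the title. Yet *FLO8* did not lie above wild type b in them, which goes against that label too. The fall of *FLO11* in them, and the higher *FLO8* in the arrays titled *FLO8* overexpressed, go with the titles, so what these arrays hold is left open. In the arrays titled *flo8* deleted, *HMS1* had a log2 change of -6.14 (adjusted p = 0.000474; a lower limit in size, as it reached background), *YAP6* of -1.64 (adjusted p = 0.00198), *CAR2* of -4.38 (adjusted p = 0.0175) and *TIR3* of -3.72 (adjusted p = 0.0440), and *HSP30* of 5.04 (adjusted p = 0.0187) and *IME1* of 1.96 (adjusted p = 0.000117). Of these, *CAR2*, *TIR3* and *HSP30* did not pass without wild type b replicate 1 (adjusted p = 0.122, 0.287 and 0.173) or 2 (adjusted p = 0.187, 0.332 and 0.125), and *TIR3* and *HSP30* did not without *flo8* deleted replicate 2 (adjusted p = 0.490 and 0.269). Of 25 regulators of filamentous growth, 2 fell (2 when adjusted over the list alone; camera adjusted p = 0.000198; adjusted p = 0.179 with an estimated correlation). *EGO4* and *SPG4* rose 23.2-fold and 8.56-fold (the latter at least, from background) in the arrays titled *FLO8* overexpressed, and neither passed whichever of the 4 arrays was left out, with adjusted p up to 0.264 and 0.243. Against the wild type without b, *HSP30* had a log2 change of 0.89 (adjusted p = 0.245), *FLO11* of -4.68, *TIR3* of -2.45, *IME1* of 3.34 and *YAP6* of 0.20 (adjusted p = 0.274) in the former arrays, and *SPG4* of 0.78 (adjusted p = 0.0631) in the latter. Against all 4 wild-type arrays, *HSP30*, *TIR3* and *YAP6* had adjusted p = 0.315, 0.0778 and 0.318, and *SPG4* had 0.291. Changes against the wild type without b carry the difference of each gene between the wild-type sets, whose median was 1.21 on the log2 scale.

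*FLO11*, *HMS1* and *YAP6* were lower both in *mss11* and in the arrays titled *flo8* deleted, each against its own wild type. Of 5 and 15 lower probe sets 3 were shared, where chance gives 0.0136, and the comparisons share no array. *IME1* was higher in both. In the latter, *YAP6* passed only against wild type b. The overlap was examined because these genes had been seen, so it tests no explanation.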
